# Molecular characterization of the intact mouse muscle spindle using a multi-omics approach

**DOI:** 10.7554/eLife.81843

**Published:** 2023-02-06

**Authors:** Bavat Bornstein, Lia Heinemann-Yerushalmi, Sharon Krief, Ruth Adler, Bareket Dassa, Dena Leshkowitz, Minchul Kim, Guy Bewick, Robert W Banks, Elazar Zelzer

**Keywords:** muscle spindle, proprioception, skeletal deformation, intrafusal fibers, γ-motoneurons, connective tissue, Mouse

## Abstract

The proprioceptive system is essential for the control of coordinated movement, posture, and skeletal integrity. The sense of proprioception is produced in the brain using peripheral sensory input from receptors such as the muscle spindle, which detects changes in the length of skeletal muscles. Despite its importance, the molecular composition of the muscle spindle is largely unknown. In this study, we generated comprehensive transcriptomic and proteomic datasets of the entire muscle spindle isolated from the murine deep masseter muscle. We then associated differentially expressed genes with the various tissues composing the spindle using bioinformatic analysis. Immunostaining verified these predictions, thus establishing new markers for the different spindle tissues. Utilizing these markers, we identified the differentiation stages the spindle capsule cells undergo during development. Together, these findings provide comprehensive molecular characterization of the intact spindle as well as new tools to study its development and function in health and disease.

## Introduction

The proprioceptive system is essential for controlling coordinated movement and posture. Proprioceptive information is produced by specialized mechanosensory organs located in muscles, tendons, and joints, which detect the stretch, tension, and force experienced by the muscles. This information is then transferred to the central nervous system, where input from populations of proprioceptive neurons is integrated to generate the sense of position and movement of limb and trunk (Kiehn, 2016; Proske and Gandevia, 2012; Sherrington, 1907).

In mammalians, the muscle spindle is one of the main proprioceptive mechanosensory organs (Proske and Gandevia, 2012). The spindle is composed of specialized muscle fibers, termed intrafusal fibers, which are innervated by proprioceptive sensory neurons at their central region and by γ-motoneurons at their polar ends. This structure is partially isolated from its surroundings by a capsule rich in extracellular matrix (ECM) that is secreted by capsule cells (Bewick and Banks, 2014; Kröger and Watkins, 2021). The development of the muscle spindle starts in utero and continues postnatally. This process is initiated when sensory neuron afferents contact immature myofibers and induce their differentiation (Hippenmeyer et al., 2002). Nonetheless, the molecular events that regulate spindle development are largely unknown.

Previous work from our lab demonstrated that the proprioceptive system regulates several aspects of musculoskeletal development and function and that impaired proprioceptive signaling causes musculoskeletal pathology (Assaraf et al., 2020; Blecher et al., 2017a; Blecher et al., 2017b; Bornstein et al., 2021). These findings significantly increase the importance of the proprioceptive system and emphasize the need to understand the molecular mechanisms underlying its development and function.

In recent years, attempts have been made to uncover the molecular composition of the spindle. Single-cell RNA analysis of dorsal root ganglion (DRG) proprioceptive neurons revealed their molecular diversity, subdividing these neurons to five to eight subgroups and identifying specific markers for the proprioceptive neurons composing muscle spindle (Oliver et al., 2021; Wu et al., 2021). Single-nucleus transcriptomic analysis of spinal cord motoneurons identified the transcriptional profile of γ-motoneurons (Blum et al., 2021). These studies greatly advance our molecular understanding of proprioceptive and γ-motoneurons. However, these datasets contain RNA transcripts expressed at the neuron cell body and nucleus, missing information on transcript expression at the terminal ends. Because gene expression in neurons is regulated locally (Holt and Schuman, 2013), information on localized expression in specialized sensory regions is central to our understanding of spindle biology. Another recent advance in spindle research was made by single-nucleus sequencing of intrafusal fibers, which identified six nuclear compartments within these fibers (Kim et al., 2020). However, the molecular compositions of intrafusal versus extrafusal fibers were not compared. Another missing piece of information is the molecular composition of the spindle capsule.

To address these knowledge gaps and to provide comprehensive gene expression profiles of the muscle spindle, we took a holistic approach and performed transcriptomic and proteomic analyses on intact spindles. We then analyzed the obtained datasets to identify novel markers for the different spindle tissues. Finally, we used these markers to study postnatal development and maturation of capsule cells.

## Results

### Transcriptomic analysis provides a molecular characterization of the intact muscle spindle

The molecular details of the muscle spindle and the various tissues that compose it are largely missing. To provide a comprehensive molecular characterization of this complex organ, we isolated intact muscle spindles and subjected them to transcriptomic and proteomic analyses. Two major hurdles in studying the muscle spindle are its small size and infrequent occurrence within different muscles. To overcome these hurdles, we isolated intact spindles from the deep masseter muscle, which is known to be rich in these receptors (Lennartsson, 1980). To recognize the spindles inside the masseter belly, we marked them genetically by crossing *Piezo2^EGFP-IRES-Cre^* deleter mice with a *Rosa26^tdTomato^* reporter line (Madisen et al., 2010; Woo et al., 2014). *Piezo2* was previously shown to be expressed by proprioceptive sensory neurons in the spindle (Woo et al., 2015). To verify the specific expression of tdTomato in spindles of *Piezo2^EGFP-IRES-Cre^;Rosa26^tdTomato^* mice, we first examined sections through the masseter and found a strong signal in the spindles (Figure 1A). We then compared *Piezo2* expression, as indicated by GFP signal, to the expression of tdTomato (Figure 1—figure supplement 1). As reported previously (Woo et al., 2015), GFP was detected in sensory neuron soma in the DRG and at the proprioceptive neuron endings (Figure 1—figure supplement 1). Interestingly, while tdTomato expression was not detected in the sensory endings, it was expressed in DRG sensory neurons, intrafusal muscle fibers, and capsule cells (Figure 1—figure supplement 1). The expression of tdTomato in the DRG but not in the neuron endings was probably due to lack of transport of the reporter to the terminal ends. Moreover, the expression of tdTomato, but not GFP, in intrafusal fibers and capsule cells suggests that *Piezo2* was expressed in the progenitors of these lineages. Nonetheless, this broad tdTomato expression enabled us to manually dissect out the intact spindle from the masseter belly. From each mouse, we obtained intact muscle spindles as well as extrafusal muscles fibers adjacent to the spindle, referred to as muscle. The muscle samples were used as a reference tissue by which to identify spindle-specific genes and to eliminate possible contamination with extrafusal fibers.

**Figure 1.**
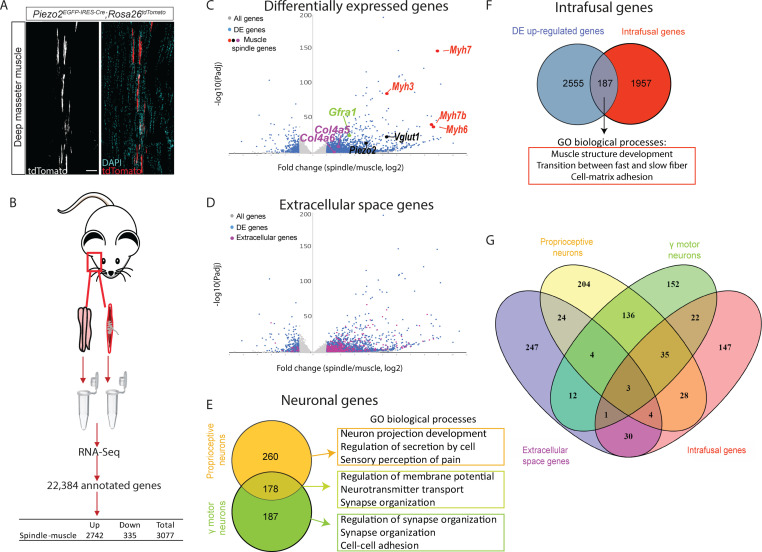
Transcriptomic analysis of intact muscle spindles identified genes expressed in the different spindle tissues. (**A**) Confocal images of longitudinal sections of the deep masseter muscle of adult (>P90) *Piezo2^EGFP-IRES-Cre^;Rosa26^tdTomato^* mice. The expression of TdTomato shows the abundance of muscle spindles in this muscle. White (left) and red, tdTomato; cyan, DAPI; scale bar represents 50 μm. (**B**) Schematic representation of sample isolation and sequencing. Bulk transcriptomic analysis was performed on intact muscle spindles and adjacent extrafusal muscle fibers (muscle). The table contains the number of genes that were differentially expressed between spindle and muscle samples. (**C**) Volcano plot depicting differentially expressed (DE) genes between spindle and muscle samples. Gray dots represent all detected genes; blue dots represent DE genes. Other colored dots indicate genes known to be expressed in intrafusal fibers (red), proprioceptive neurons (black), γ-motoneurons (green), and muscle spindle capsule (magenta). Y-axis denotes −log10 (p-values), whereas X-axis shows log2 fold change values. (**D**) Volcano plot depicting DE genes between spindle and muscle samples. Gray dots represent all detected genes; blue dots represent DE genes; magenta represent DE genes that are located at the extracellular. Y-axis denotes −log10 (p-values), whereas X-axis shows log2 fold change values. (**E**) Left: A Venn diagram showing DE genes potentially expressed by proprioceptive neurons (orange) and γ-motoneurons (green). The overlap between the two datasets is marked by light green. Right: Gene ontology (GO) analysis for enriched biological processes in each dataset using Metascape (see also Supplementary file 4, Supplementary file 5). (**F**) A Venn diagram showing the overlap between upregulated genes in our analysis (blue) and intrafusal genes previously reported by Kim et al., 2020 (red). Below are the most enriched biological processes in the shared genes, as indicated by GO analysis using Metascape (see also Supplementary file 6; Supplementary file 7). (**G**) A Venn diagram of the four groups of DE genes displayed in D–F, namely genes associated with the extracellular space (magenta), proprioceptive neurons (yellow), γ-motoneurons (green), and intrafusal fibers (red).

**Figure 1—figure supplement 1.**
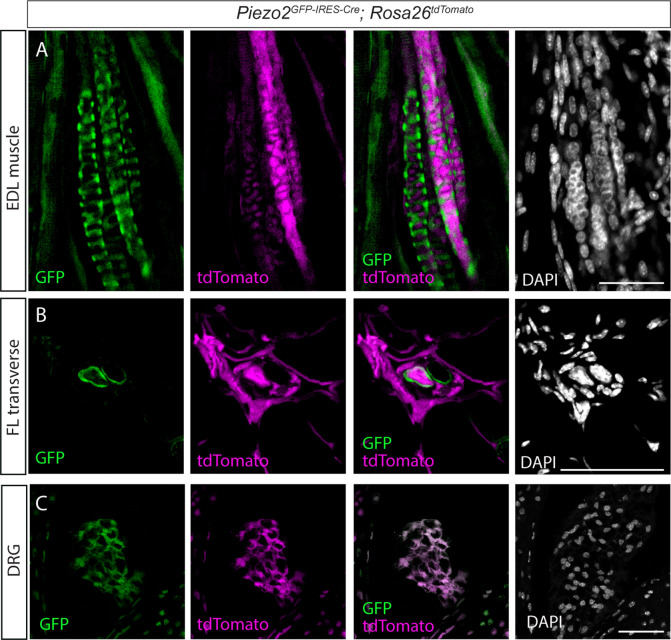
Expression of tdTomato in *Piezo2^EGFP-IRES-Cre^;Rosa26^tdTomato^* mouse. (**A–C**) Confocal images of longitudinal sections through the extensor digitorum longus (EDL) muscle (**A**), transverse section of a muscle spindle in a forelimb (FL) muscle (**B**), and dorsal root ganglion (DRG) sections (**C**) from adult (>P90) *Piezo2^EGFP-IRES-Cre^;Rosa26^tdTomato^* mice. tdTomato (magenta) is expressed in DRG neurons (**C**) as well as in muscle spindle capsule and intrafusal fibers (**A,B**). Green, GFP; white, DAPI; scale bar represents 50 μm.

**Figure 1—figure supplement 2.**
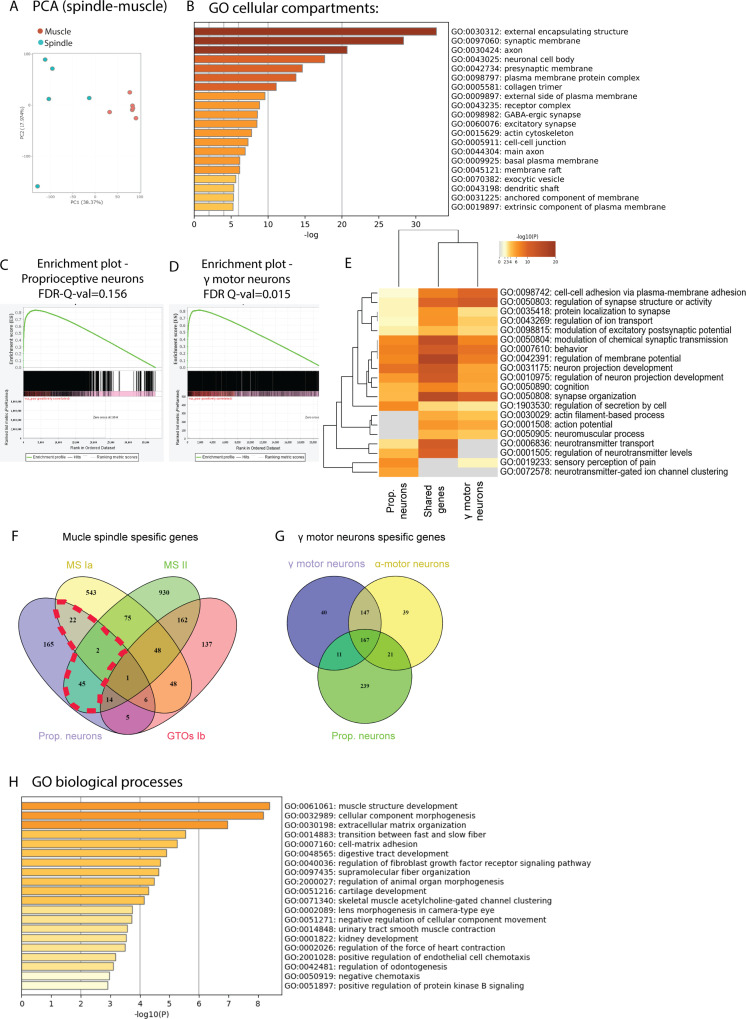
The RNA sequencing (RNA-seq) data contain neuronal transcripts. (**A**) Principal component analysis of RNA-seq data from isolated muscle spindles (spindle, blue) and adjacent extrafusal muscle fibers (muscle, red). (**B**) Results of gene ontology (GO) enrichment analysis for the ‘cellular compartment’ term on differentially expressed (DE) upregulated genes performed by Metascape web tool. The X-axis indicates the −log10 (p-values) of statistically enriched terms. The genes associated with each term are listed in Supplementary file 2. (**C,D**) Gene set enrichment analysis (GSEA) of proprioceptive neurons (Zheng et al., 2019; **C**) and γ-motoneurons (Blum et al., 2021; **D**) pre-ranked by expression values, which were run against spindle DE upregulated genes. Y-axes indicate the enrichment score (ES) and X-axes show the genes (vertical black lines) that are represented in both datasets. All the genes contributing to the enrichment score were used for generating the proprioception and the γ-motoneurons dataset in (**E**) and in Figure 1E. Significance threshold was set at FDR  < 0.05. (**E**) Heatmap of GO enrichment analysis of biological processes for genes expressed by proprioceptive neurons, by γ-motoneurons and for shared genes (shown in C and D). The −log10 (p-values) of all terms are color-coded (gray is 0 and red is 20). For additional information, see Supplementary file 5. (**F**) A Venn diagram showing the overlap between our list of spindle afferent genes (prop. neurons, purple) and markers of the three proprioceptive neuron subtypes, muscle spindle afferents Ia (MS-Ia; yellow) and II (MS-II; green) and Golgi tendon organ (GTO) afferents Ib (red), previously reported by Wu et al., 2021. (**G**) A Venn diagram showing the overlap in gene expression between γ-motoneurons (purple), α-motoneurons (yellow), and proprioceptive neurons (green). (**H**) Bar graph showing GO enrichment analysis on 187 DE intrafusal genes (shown in Figure 1E). X-axis indicates the −log10 (p-values) of significantly enriched terms. For additional information, see Supplementary file 7.

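Spindle and muscle samples were compared as read counts per gene. Bundles of muscle spindles were picked from the deep masseter under the fluorescence of tdTomato driven by *Piezo2*-Cre, and adjacent extrafusal fibers were collected as muscle samples. The counts come from 5 spindle libraries (mice 9, 10, 12, 13 and 16) and 6 muscle libraries (the same mice and mouse 11), made from polyadenylated RNA. The paper omitted 1 further spindle sample because few of its reads aligned uniquely to genes. Each library held between 8354260 and 23430654 counts, with medians of 14134282 in spindle and 20259694.5 in muscle. Mitochondrially encoded genes took 22.6% to 38.2% of the counts in spindle and 16.7% to 24.8% in muscle. The authors mapped reads to GRCm38 with STAR 2.4.2a and kept unique alignments, and the table holds genes with at least 5 reads in at least 1 library. Here the counts of 22384 genes were scaled by TMM, which sets each library against a reference by the genes of middling ratio, and tested with edgeR's quasi-likelihood test, spindle against muscle. Fold changes are spindle over muscle on the log2 scale, so a positive value is higher in spindle. Standard errors of log2 fold changes are the absolute log2 fold change divided by the square root of the test's F statistic. Levels of single genes are normalized counts given as mean ± SD over n = 5 spindle and n = 6 muscle libraries. Coordinates are 1-based on GRCm38, and intervals computed from counts cover counting error only.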

Next, we performed bulk RNA-sequencing (RNA-seq) of spindle and muscle samples (Figure 1B). 

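Across all 22384 genes, the libraries differed most along a component on which the 2 tissues separated. The first principal component of log2 CPM (counts per library after TMM scaling, prior count 2) held 48.7% of the variance and the second 17.3%. Scores of 4 spindle libraries on the first component lay between 95.0 and 105.3, and those of 5 muscle libraries between -80.7 and -72.9. Spindle 16 scored 2.3 and muscle 12 scored -22.9, so that each stood nearer to the other tissue than the rest of its group. All 5 spindle scores lay above all 6 muscle scores (exact permutation test, two-sided, p = 0.002165, the smallest p that the 462 splits of these libraries allow). An exact permutation test within the 5 mice that gave both tissues, chosen after the values were seen, has 32 arrangements and gave a two-sided p = 0.0625, the smallest they allow, so it cannot pass 0.05. The second component did not separate the tissues (exact permutation test, two-sided, p = 0.9545), and spindle 9, at 134.2, stood apart on it. Odorant receptor genes, which are expressed in the olfactory epithelium, moved with the first component. Their reads amounted to 142.2 to 252.4 CPM in 4 spindle libraries and to 18.0 in spindle 16, and to 55.9 in muscle 12 against 8.1 to 38.6 in the other muscle libraries.

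**Figure D1:**
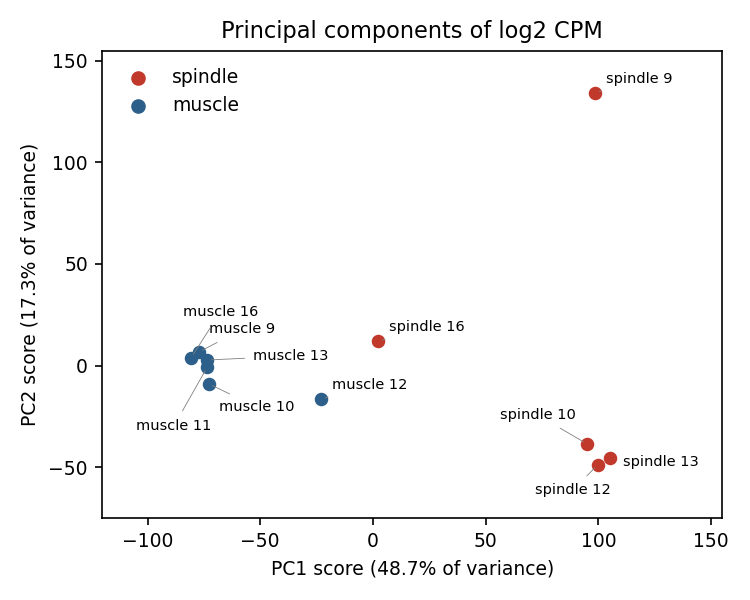
Scores of the 5 spindle and 6 muscle libraries on the first and second principal components of log2 CPM, 1 point per library labelled by mouse number. Spindle 16 (2.3) and muscle 12 (-22.9) lie between the other libraries of the 2 tissues on the first component.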

Principal components analysis (PCA) indicated different transcriptional states for the two tissue types (Figure 1—figure supplement 2A). Differential expression analysis identified over 3000 genes that were differentially expressed between spindle and muscle samples (Figure 1C; Supplementary file 1; see Materials and methods for details). 

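Most of the genes called at the paper's thresholds were higher in spindle. Of 22384 genes tested, 2470 were called higher in spindle and 403 lower, so that 86.0% of the 2873 called genes were higher. By the adjusted p from edgeR alone, with no minimum fold change, 3535 were higher and 3349 lower (51.4% higher). The genes highest in spindle over muscle, among those with a mean normalized count of at least 50 and all spindle libraries on one side of all muscle libraries, include several that encode parts of slow and cardiac muscle. *Myl2*, the ventricular and slow myosin light chain, had 1606 reads in the spindle libraries and 1 in the muscle libraries, a ratio of 2105 after normalization (95% counting interval 377 to 83175). *Myl3*, another light chain of slow and cardiac fibers, had a log2 fold change of 8.99 (standard error 0.42) and *Tnnc1*, slow and cardiac troponin C, one of 8.88 (0.55). *Gjb2*, the gap junction protein connexin 26, had one of 8.91 (0.48), and *Fam240b*, a gene of little known function, one of 9.74 (0.71). At the other end, *Actn3*, the actinin of fast fibers, fell by 3.14 on the log2 scale (standard error 0.30), *Mstn*, which encodes myostatin, by 3.05 (0.20), *Mss51* by 3.17 (0.17) and *B3gat1*, a glucuronyltransferase, by 3.90 (0.23). A gene was called where the mean normalized count was at least 5, the adjusted p from edgeR at most 0.05 and the absolute log2 fold change at least 1. Many of the calls higher in spindle lay among genes of low counts. Of these, 1142 had a mean normalized count under 20 and 796 one of 50 or more, while 323 of the genes called lower had one of 50 or more. In 3985 of all tested genes (17.8%) every spindle library lay on the same side of every muscle library, which chance gives for 0.433% of genes. The median log2 fold change of all genes was 0.29, and scaling by library size alone raised it by 0.31 and gave 3522 genes higher and 140 lower (96.2% higher). With the median gene set to 0, an alternative chosen after seeing the data, 1871 were higher and 1206 lower (60.8% higher). The reads over odorant receptor genes differed between the tissues, at 160 ± 88.7 CPM in spindle (SD, n = 5) and 23.3 ± 19.5 in muscle (SD, n = 6). Without spindle 10, 12 and 13, the 3 libraries with the most of these reads, 1634 genes were higher, and without spindle 9 as well, which leaves spindle 16 alone, assumed to vary like the muscle libraries, 789 were higher and 104 lower.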

To verify these results, we searched our dataset for the expression of known muscle spindle markers. 

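Genes of each spindle tissue were higher in the spindle libraries, most of all the myosins of intrafusal fibers. *Myh7*, the slow and beta-cardiac myosin heavy chain (chromosome 14, 54970684 to 54994626), had a normalized count of 1937 ± 436.5 in spindle and 4.135 ± 3.463 in muscle, a log2 fold change of 8.79 (standard error 0.34, adjusted p = 4.172e-11 from edgeR). *Myh6*, the alpha-cardiac heavy chain (chromosome 14, 54941921 to 54966927), stood at 2499 ± 514.9 and 6.404 ± 8.013, a log2 fold change of 8.42 (0.49). *Myh7b*, the slow tonic heavy chain (chromosome 2, 155611212 to 155634307), stood at 4770 ± 1359 and 13.88 ± 12.67, a log2 fold change of 8.35 (0.54). *Myh3*, the embryonic heavy chain (chromosome 11, 67078300 to 67102291), stood at 1765 ± 440.6 and 48.06 ± 19.2, a log2 fold change of 5.24 (0.27). For the neuronal markers the counts were lower. *Slc17a7*, the vesicular glutamate transporter (chromosome 7, 45163949 to 45176142), had a normalized count of 61.33 ± 7.753 in spindle and 1.51 ± 0.9289 in muscle, a log2 fold change of 5.11 (standard error 0.36, adjusted p = 2.491e-09 from edgeR). *Piezo2*, the stretch-gated channel (chromosome 18, 63010213 to 63387183), had one of 3.81 (0.42), from 166.7 ± 64.55 against 13.34 ± 11.02. *Gfra1*, a GDNF receptor that the paper takes as a marker of gamma-motoneurons (chromosome 19, 58235604 to 58455909), stood at 704.4 ± 200.7 and 122.6 ± 36.87, a log2 fold change of 2.51 (0.21). The libraries hold whole spindles, so these values do not show which cells the reads came from.

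The 6 collagen type IV genes, which encode the network-forming collagen of basement membranes, did not move together. *Col4a5* (chromosome X, 141475385 to 141689234) rose by 1.75 on the log2 scale (standard error 0.25, adjusted p = 2.055e-05 from edgeR). *Col4a6*, its neighbor on the same chromosome, had a log2 fold change of 1.43 (0.60) that did not pass the test (adjusted p = 0.0624 from edgeR), with a mean normalized count of 12.18 ± 3.89 in spindle. *Col4a1* and *Col4a2*, the most abundant of the family, had log2 fold changes of -0.04 (0.25) and -0.05 (0.30) at normalized counts of 4313 ± 1475 and 3077 ± 1313 in spindle. *Col4a3* and *Col4a4* had log2 fold changes of 0.41 (0.22) and 0.52 (0.22), neither past the test. *Col4a6* passed with DESeq2 (1.53), with limma-voom (1.68), with library size alone (1.74), with edgeR's own filter on low counts (1.50) and without muscle 16 (2.00), and the call of *Col4a5* ended without spindle 9, 10, 12 and 13 (1.39).

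**Figure D2:**
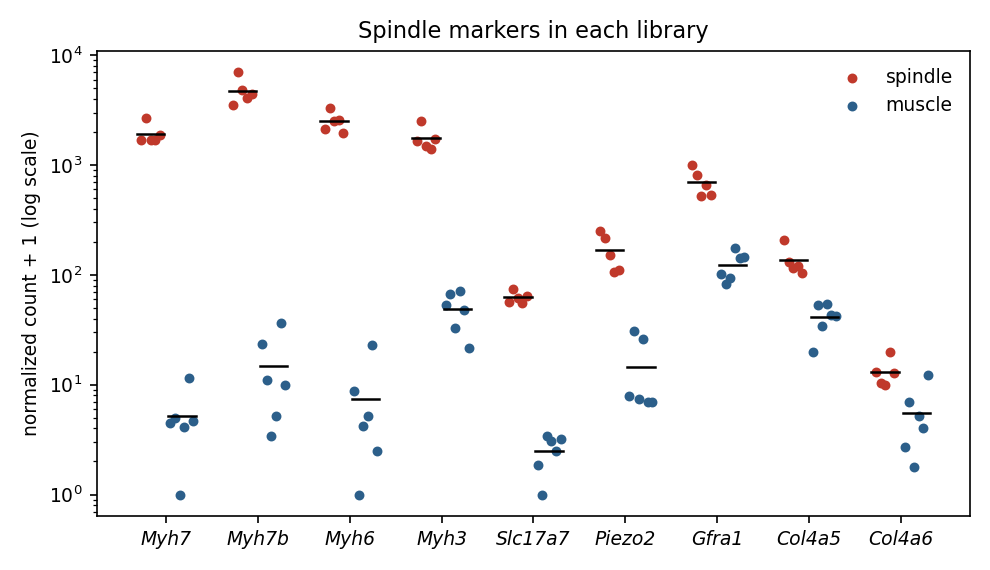
Normalized counts (plus 1, log scale) of 9 marker genes in 5 spindle and 6 muscle libraries, 1 point per library, with black lines at the means. The 4 myosin heavy chains, the 3 genes that the paper takes as neuronal markers and *Col4a5* lie higher in every spindle library than in any muscle library. *Col4a6* overlaps.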

We found that markers for intrafusal fibers (*Myh3*, *Myh6*, *Myh7,* and *Myh7b*) (Lee et al., 2019; Schiaffino et al., 2015; Soukup et al., 1995; Walro and Kucera, 1999), for proprioceptive sensory neurons (*Piezo2* and *Slc17a7*, also known as *Vglut1*) (Bewick et al., 2005; Woo et al., 2015), as well as for ECM (collagen type IV; Sanes, 1982) and γ-motoneurons (*Gfrα1;* Shneider et al., 2009), were upregulated in spindles relative to muscle (Figure 1C). To gain more information about upregulated genes, we performed gene ontology (GO) enrichment analysis using the Metascape web tool (https://metascape.org/). We identified enrichment for cellular compartments such as ‘external encapsulating structure’, ‘ECM’, ‘synaptic membrane’, ‘axon’, and ‘axon terminus’ (Figure 1—figure supplement 2B; Supplementary file 2), suggesting that our data include RNA transcripts that originate from capsule cells and neurons. 

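Some genes of axons and of excitable membranes were higher in spindle than in muscle. Of 18 genes of the axonal cytoskeleton and of neurons in general, 11 were higher, none was lower and 7 were not called (12 higher when adjusted over the list alone, median log2 fold change 1.34). *Kif1a*, a kinesin that carries synaptic vesicle precursors along axons, rose by 3.25 on the log2 scale (standard error 0.33). *Uchl1*, an abundant neuronal ubiquitin hydrolase, rose by 2.17 (0.22), *Kif5a*, the neuronal kinesin heavy chain, by 1.68 (0.23), and *Stmn2*, a microtubule regulator of growing axons, by 1.24 (0.23). *Thy1*, a surface glycoprotein of neurons, had a log2 fold change of 0.60 (0.16) and *Prph*, the peripheral neurofilament protein, one of 0.45 (0.91), and neither was called. Muscle 12 decided the value of *Prph*, which was called at 2.07 without it. Of 18 mechanosensory and excitability channel genes, 9 were higher, none was lower and 9 were not called (9 higher when adjusted over the list alone, median 1.46). *Kcna1* and *Kcna2*, potassium channels that lie beside the nodes of myelinated axons, rose by 2.05 (0.32) and 1.33 (0.20). *Asic2*, an acid-sensing channel of sensory endings, rose by 3.71 (0.72), and this call ended without spindle 10, 12 and 13 (2.59) and in counts thinned to the smallest library (3.14). The camera test in limma, which compares a list with all other genes at a preset correlation of 0.01, gave an adjusted p = 5.034e-04 for the axonal list (adjusted p = 0.228 with an estimated correlation) and an adjusted p = 0.01668 for the channel list (adjusted p = 0.2908 with an estimated correlation). As the channel list holds *Piezo2* and the axonal list *Tubb3*, both reported as higher by the paper, neither test is wholly independent evidence. Without spindle 10, 12 and 13, the libraries with the most odorant receptor reads, 6 axonal genes (median 0.84) and 3 channel genes (median 1.01) were higher.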

Taken together, the finding of known markers for muscle spindle tissues and the GO analysis results suggest that we successfully obtained comprehensive transcriptomic data from the entire spindle.

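Marker genes of the cells of nerves and of nerve sheaths were mostly higher in spindle. Of 19 genes of myelinating Schwann cells, 18 were higher, none was lower and 1 was not called (18 higher when adjusted over the list alone, median log2 fold change 2.37). *S100b*, a calcium-binding protein of glia, rose by 2.43 (standard error 0.26), *Gldn*, a component of the nodes of Ranvier, by 2.97 (0.31), and *Cldn19*, a claudin of peripheral myelin, by 2.06 (0.22). Of 8 genes of non-myelinating Schwann cells, 7 were higher and none was lower (7 higher when adjusted over the list alone, median 1.37), among them *Ngfr*, the low-affinity neurotrophin receptor, at 2.75 (0.26) and *Sox10*, a transcription factor of both Schwann cell types that stands in both lists, at 2.02 (0.24). Of 11 genes of perineurial cells, the flat cells that sheathe nerves, 9 were higher and none was lower (9 higher when adjusted over the list alone, median 3.52). *Itgb4*, an integrin that anchors cells to laminin, rose by 4.61 (0.21), and *Perp*, a protein of desmosomes, by 3.95 (0.34). Of 8 genes of endoneurial fibroblasts, 7 were higher and none was lower (7 higher when adjusted over the list alone, median 1.76), with *Wif1*, a secreted Wnt inhibitor, at 3.70 (0.48) and *Apod*, a lipid carrier, at 3.46 (0.35). The camera tests in limma gave adjusted p = 4.271e-11, 1.642e-04, 3.535e-09 and 1.203e-05 for these 4 lists, and adjusted p = 0.2084, 0.1015, 0.08915 and 0.08918 with an estimated correlation. The perineurial list holds *Slc2a1* and *Gli1*, which the paper reports as higher in these samples, so its test is not wholly independent evidence. Without spindle 10, 12 and 13, the libraries with the most odorant receptor reads, 3 of the non-myelinating genes were higher (median 1.16).

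Interstitial and immune cells were also represented. Of 15 genes of muscle fibroblasts and fibro-adipogenic progenitors, 7 were higher, none was lower and 8 were not called (7 higher when adjusted over the list alone, median 0.99), and 11 were higher with library size alone and without spindle 10, 12 and 13. *Pdgfra*, the receptor that marks these cells, rose by 1.34 (0.17). Of 11 macrophage genes, 10 were higher and none was lower (10 higher when adjusted over the list alone, median 1.69), with *Csf1r*, the receptor for colony-stimulating factor 1, at 1.81 (0.19) and *Cx3cr1*, the fractalkine receptor, at 3.79 (0.51). The camera tests in limma gave these lists an adjusted p = 7.110e-05 and an adjusted p = 5.079e-06 (adjusted p = 0.2908 and 0.1541 with an estimated correlation). Of 7 lymphocyte genes, 2 were higher and none was lower (2 higher when adjusted over the list alone, median 2.06, camera adjusted p = 0.4041 in limma). These were *Cd3g* at 3.95 (0.91) and *Cd3e* at 2.58 (0.72), which encode chains of the T cell receptor complex, and none was higher without spindle 10, 12 and 13 (median 0.76).

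No marker of endothelium, blood, fat or tendon was called. None of 12 endothelial genes was called by edgeR, DESeq2 or limma-voom (median 0.08, camera adjusted p = 0.9851 in limma). At an unadjusted p under 0.05, 1 was higher, *Cldn5* at 0.64 (0.16). It also passed the adjusted p (0.004075 from edgeR) and missed only the minimum fold change. None of 5 erythroid genes was called by any of the 3 tools or reached an unadjusted p under 0.05 (median -0.08, or 0.21 with library size alone, camera adjusted p = 0.367 in limma). None of 8 adipocyte genes was called by the 3 tools (median -0.27, or 0.04 with library size alone, camera adjusted p = 0.2253 in limma). At an unadjusted p under 0.05, 1 was lower, *Plin4* at -0.79 (0.22). It too passed the adjusted p (0.009786 from edgeR) and missed only the minimum fold change. None of 9 tendon and myotendinous junction genes was called by the 3 tools or reached an unadjusted p under 0.05 (median 0.13, while the camera test in limma ranked the list downward, adjusted p = 0.6579, and the median with the mouse as a block was -0.69). Of 11 pericyte and smooth muscle genes, 2 were higher and none was lower (2 higher when adjusted over the list alone, median 0.04, or -0.06 with the mouse as a block, ranked downward by the camera test in limma, adjusted p = 0.9851). *Acta2*, smooth muscle actin, rose by 1.60 (0.21). *Tagln*, another smooth muscle protein, rose by 1.49 (0.49, adjusted p = 0.02224 from edgeR), but 62.4% of its exonic length overlaps another gene and it was not called with the mouse as a block (1.34, adjusted p = 0.06725 from edgeR). Of 11 neuromuscular junction genes, 3 were higher and none was lower (3 higher when adjusted over the list alone, median 0.55, camera adjusted p = 0.06337 in limma and 0.4076 with an estimated correlation). These were *Lrp4*, the agrin receptor, at 1.69 (0.16), *Colq*, the tail of acetylcholinesterase, at 1.31 (0.14), and *Chrna1*, a subunit of the acetylcholine receptor, at 1.22 (0.15). From the spindle markers found and the enriched cellular compartments of its ontology analysis, the paper proposes that the transcripts cover the entire spindle.

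**Figure D3:**
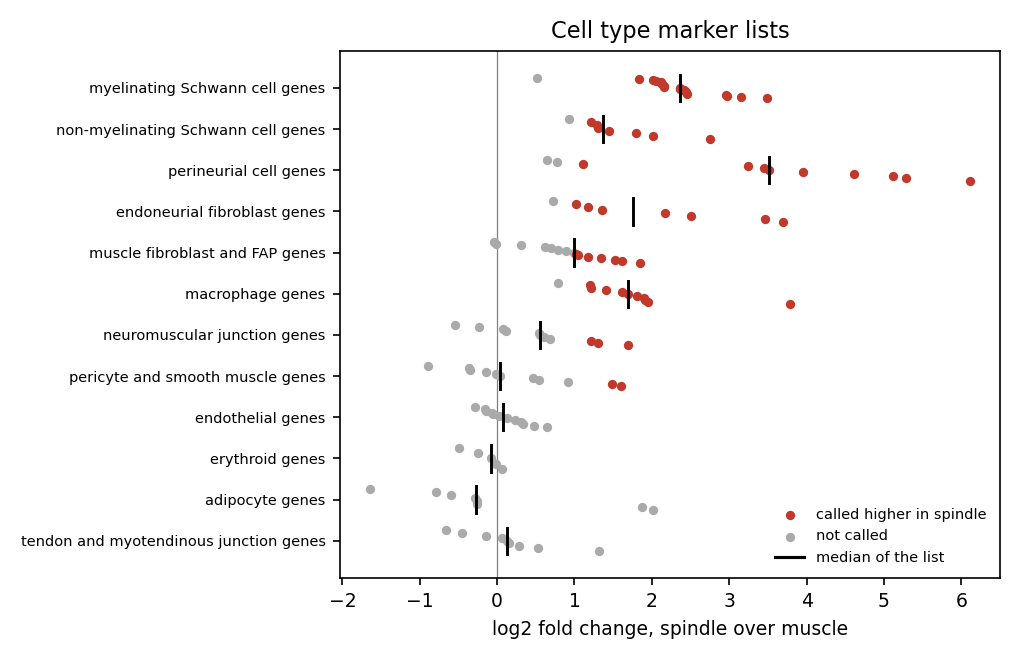
Log2 fold change, spindle over muscle, of the genes of 12 cell-type lists, 1 point per gene, red where called higher, grey where not called, with a black bar at the median of each list. Schwann, perineurial, endoneurial and macrophage genes lie mostly above 1, and endothelial, erythroid, adipocyte and tendon genes lie on both sides of 0.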

To better understand the muscle spindle transcriptome, we analyzed our data for genes associated with the various spindle tissues, starting with extracellular genes. Ingenuity pathway analysis showed that 325 differentially upregulated genes were located to the extracellular space (Figure 1D, Supplementary file 3). This list contained many matrix proteins, such as collagens and matrix metalloproteinases, as well as signaling molecules, such as of the Wnt and BMP pathways. 

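Of the 325 extracellular genes the study listed, 295 were higher in spindle, none was lower and 30 were not called (307 higher when adjusted over the list alone, median log2 fold change 1.88). The list was chosen from genes that the study found higher in these samples, so the count is not independent evidence of its direction. *Eln*, which encodes elastin, the protein of stretchable fibers, had a normalized count of 3461 ± 1148 in spindle and 249.9 ± 55.67 in muscle, a log2 fold change of 3.79 (standard error 0.21, adjusted p = 1.735e-10 from edgeR). *Mfap5*, a protein of microfibrils, rose by 1.85 (0.24) and *Lum*, a proteoglycan that binds collagen fibrils, by 1.53 (0.22). *Hapln1*, a link protein that holds proteoglycans to hyaluronan, rose by 4.92 (0.63). The list also holds 4 called macrophage genes, *C1qa* among them, at 1.95 (0.24).

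Collagens and secreted enzymes were taken whole as well, over families fixed by symbol. Of 44 collagen genes, 19 were higher, none was lower and 25 were not called (20 higher when adjusted over the list alone, median 1.01), and 18 of the 44 stand in the study's list. *Col23a1*, a transmembrane collagen, rose by 3.36 (0.23), *Col8a1*, a short-chain collagen, by 1.82 (0.18), and *Col9a2*, a collagen associated with cartilage fibrils, by 4.01 (0.42). Of 15 matrix metalloproteinase genes, 6 were higher, none was lower and 9 were not called (7 higher when adjusted over the list alone, median 1.10). *Mmp2*, a gelatinase, rose by 1.19 (0.18) and *Mmp14*, a membrane-bound protease that activates it, by 1.10 (0.17). *Mmp16*, a relative of *Mmp14*, rose by 1.29 (0.37), a call that ended under several alternatives, such as with background reads, estimated from odorant receptor genes, taken off (0.75). The camera tests in limma gave the collagens an adjusted p = 3.671e-05 and the metalloproteinases an adjusted p = 0.04759 (adjusted p = 0.2908 and 0.1899 with an estimated correlation). Both families are named by the paper among its higher extracellular genes, and its list holds 7 of the 15 metalloproteinase genes. Neither test is therefore wholly independent evidence of direction.

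Signals of the Wnt family included some of the largest differences. Of 16 Wnt ligand genes, 8 were higher, 2 were lower and 6 were not called (8 higher and 2 lower when adjusted over the list alone, median 2.02). *Wnt7b* had 620 reads in spindle and 2 in muscle, a ratio of 406 (95% counting interval 112 to 3362). *Wnt10a* rose by 7.43 (0.39), *Wnt16* by 4.47 (0.53) and *Wnt6* by 4.20 (0.26). The 2 lower genes, *Wnt4* at -1.14 and *Wnt5b* at -1.38, were chosen after their values were seen, and neither was called with library size alone. The camera test in limma gave the Wnt genes an adjusted p = 0.004755 (adjusted p = 0.1514 with an estimated correlation). As the study's list holds 8 of the 16 Wnt genes, this test is not wholly independent evidence of direction.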

Because the spindle capsule contains ECM components, the genes in this list are likely associated with the capsule.

Muscle spindles are innervated by proprioceptive sensory neurons and γ-motoneurons (Proske and Gandevia, 2012). To identify RNA transcripts that could derive from these two neuron types, we performed ranked gene set enrichment analysis (GSEA) to compare between differentially expressed genes that were upregulated in spindle samples and the expression profiles of isolated DRG proprioceptive neurons (Zheng et al., 2019) and γ-motoneurons (Blum et al., 2021). This analysis yielded two lists of 438 genes that are also highly expressed by proprioceptive neurons and 365 genes highly expressed in γ-motoneurons (Figure 1E, Figure 1—figure supplement 2C and D, Supplementary file 4). 

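Both neuron lists of the study lay almost wholly above muscle. Of the 438 genes linked to proprioceptive neurons, 405 were higher in spindle, none was lower and 33 were not called (413 higher when adjusted over the list alone, median log2 fold change 1.78). Of the 365 linked to gamma-motoneurons, 338 were higher, none was lower and 27 were not called (344 higher when adjusted over the list alone, median 1.97). Both lists were drawn from genes found higher in these samples, so neither count is independent evidence of direction. Of the proprioceptive list, 125 genes had a mean normalized count under 20, and of the gamma list 147. The proprioceptive list also holds 5 called genes of myelinating Schwann cells. Without spindle 10, 12 and 13, the libraries with the most odorant receptor reads, 200 genes of the gamma list were higher.

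Markers of neuron identity were counted over separate lists. Of 11 proprioceptor genes, 7 were higher, 1 was lower and 3 were not called (7 higher and 1 lower when adjusted over the list alone, median 2.58). *Etv1*, a transcription factor of proprioceptors that intrafusal fibers also express, rose by 2.51 (0.16). *Isl1*, a transcription factor of sensory and motor neurons, had 41 reads in spindle and 2 in muscle, a ratio of 26.9 (95% counting interval 6.98 to 229), and was under the minimum mean count. The lower gene was *Pvalb*, a calcium buffer of proprioceptors and of fast muscle fibers, at 11863 ± 3721 in spindle and 67427 ± 14905 in muscle, so that it fell by 2.51 on the log2 scale (0.22). Of 8 motoneuron genes, 2 were higher, none was lower and 6 were not called (2 higher when adjusted over the list alone, median 3.08), *Gfra1* and *Rbfox3*, a splicing factor of mature neurons, which rose by 3.27 and was chosen after its value was seen. *Slc18a3*, the vesicular acetylcholine transporter, had 39 reads in spindle and 1 in muscle, a ratio of 51.1 (95% counting interval 8.65 to 2070), and *Htr1d*, a serotonin receptor, 27 and 1, a ratio of 35.4 (5.83 to 1449). Both were under the minimum mean count, and the 1 muscle read of each came from muscle 12. The camera tests in limma gave the proprioceptor genes an adjusted p = 0.005496 and the motoneuron genes an adjusted p = 0.01768 (adjusted p = 0.2467 and 0.1899 with an estimated correlation). As these lists hold *Piezo2*, *Slc17a7* and *Gfra1*, which the paper reports as higher in these samples, neither test is wholly independent evidence. The counts of higher genes were 4 and 1 without these 3 spindle libraries, with medians of 1.74 and 0.85. With edgeR's own filter on low counts the median of the motoneuron genes was 0.52.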

Comparison between the two lists revealed 178 shared genes (Figure 1E, Supplementary file 4). 

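Genes that stand in both lists were also higher in spindle. Of the 178 shared genes, 165 were higher in spindle, none was lower and 13 were not called (169 higher when adjusted over the list alone, median log2 fold change 1.83), in lists chosen on these samples. *Vat1l*, a relative of a synaptic vesicle membrane protein, had a log2 fold change of 3.23 (standard error 0.52, adjusted p = 1.940e-04 from edgeR). *Dpysl3*, which acts in axon growth, had a normalized count of 515.9 ± 131.3 in spindle and 153.7 ± 50.29 in muscle and rose by 1.75 (0.20). *Hspa12a*, a relative of heat shock proteins, rose by 1.67 (0.19) and *Ncam1*, an adhesion molecule of axons, muscle and Schwann cells, by 1.21 (0.20). The call of *Ncam1* ended without spindle 10, 12 and 13 (0.96). Of the 260 genes in the proprioceptive list alone, 240 were higher, and of the 187 in the gamma list alone, 173. In the proprioceptive part 145 genes had a mean normalized count of 50 or more and 200 had every spindle library above every muscle library. In the gamma part these were 50 and 103 genes.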

The remaining 260 proprioceptive neuron genes and 187 γ-motoneuron genes represent RNA transcripts that might be expressed locally at the proprioceptive and γ-motoneuron endings, respectively.

To gain more information about these sets of neuronal genes, we performed GO enrichment analysis for biological processes using Metascape (Figure 1—figure supplement 2E, Supplementary file 5). We found that while γ-motoneuron genes were enriched for processes related to synapse organization, proprioceptive neurons genes were related to neuron differentiation and development (Figure 1E). Furthermore, we found strong enrichment for processes such as synapse organization and trans-synaptic signaling in the 178 genes that were shared between the two neuron types. This result is consistent with previous findings that the peripheral endings of proprioceptive neurons have a number of synapse-like structural components, including synaptic-like vesicles, synapsins, and synaptobrevin/VAMP (Bewick et al., 2005; Bewick and Banks, 2014; Than et al., 2021; Zhang et al., 2014).

Proprioceptive sensory neurons can be subdivided into three types of afferent fibers, namely Ia and II, which innervate muscle spindles, and Ib, which innervates the Golgi tendon organ (GTO) (Proske and Gandevia, 2012). To study the specificity of the spindle afferent genes we identified, we examined the overlap between our list of 260 potential proprioceptive neuron genes and markers for the three proprioceptive neurons subtypes identified by Wu et al., 2021. While we found many genes that are common to all subtypes, 22 genes exclusively overlapped with type Ia neurons, 45 genes with type II neurons, and 2 genes with both (Figure 1—figure supplement 2F; Supplementary file 4). These results suggest that these 69 genes are expressed by muscle spindle afferents and not by GTO afferents. 

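Nearly all genes kept for spindle afferents were higher in spindle than in muscle. Of the 69 genes, 64 were higher in spindle, none was lower and 5 were not called (67 higher when adjusted over the list alone, median log2 fold change 1.91), and as the list was chosen on these samples the count is not independent evidence of direction. *Sv2a*, a protein of synaptic vesicles, had a normalized count of 25.38 ± 13.88 in spindle and 3.906 ± 2.471 in muscle, a log2 fold change of 2.67 (standard error 0.51, adjusted p = 4.928e-04 from edgeR). *Sqle*, an enzyme of cholesterol synthesis, rose by 1.11 (0.24), a call that ended without muscle 13 (0.98). In 47 of the 69 genes every spindle library lay above every muscle library. Among the 69 are also 2 genes of the myelinating Schwann cell list, and *Ngfr* (2.75), which stands in the non-myelinating one. The call of *Sv2a* ended without spindle 10, 12 and 13 (1.94). The libraries hold the endings of these neurons with the other tissues of the spindle, and no separate sample of Golgi tendon organs is among them.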

To explore the specificity of our potential γ-motoneuron genes, we sought to filter out genes that are expressed in α-motor and proprioceptive neurons. For that, we generated a list of α-motoneurons genes by performing ranked GSEA on our data using published expression profiles of these neurons (Blum et al., 2021). Then, we compared between the three lists of neuronal genes, that is, those associated with γ-motoneuron, α-motoneurons, and proprioceptive neurons, and found a large overlap between the three lists (Figure 1—figure supplement 2G). Nonetheless, we identified 40 spindle genes that are specific to γ-motoneuron (Figure 1—figure supplement 2G; Supplementary file 4) and are, therefore, potential markers for these neurons.

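The genes kept as specific to gamma-motoneurons were, with few exceptions, higher in spindle. Of the 40 genes, 37 were higher, none was lower and 3 were not called (37 higher when adjusted over the list alone, median log2 fold change 1.71), and the list was chosen on these samples, so the count is not independent evidence of direction. No gene that the fixed rule names stands in this list, and 3 genes are named that were chosen after their values were seen. *Dkk2*, a secreted regulator of Wnt signaling, had a log2 fold change of 4.02, *Gpm6a*, a membrane glycoprotein of neurons, one of 3.64, and *Npr3*, the natriuretic peptide clearance receptor, one of 2.73. In 26 of the 40 genes every spindle library lay above every muscle library. The mean normalized count was under 20 in 13 genes and 50 or more in 18. Without spindle 10, 12 and 13 and muscle 12, 24 of the genes were higher.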

Finally, to identify RNA transcripts unique to intrafusal fibers, we compared the differentially expressed upregulated genes to a previously reported expression profile of intrafusal fibers (Kim et al., 2020). Results showed an overlap of 187 genes between the two dataset (Figure 1F; Supplementary file 6). 

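Genes of intrafusal fibers rose from near absence to high counts in several cases. Of the 187 genes, 166 were higher in spindle, none was lower and 21 were not called (166 higher when adjusted over the list alone, median log2 fold change 1.75), and as the list was chosen on these samples the count is not independent evidence of direction. *Myh13*, the extraocular myosin heavy chain, had a normalized count of 13678 ± 3877 in spindle and 31.47 ± 33.16 in muscle, a log2 fold change of 8.68 (standard error 0.66, adjusted p = 7.296e-06 from edgeR). *Tnnt1*, slow troponin T, stood at 7744 ± 1819 and 71.15 ± 51.52, a log2 fold change of 6.74 (0.58). *Igfn1*, a protein of the Z-disc, rose by 8.77 (0.60) and *Myl10*, a myosin regulatory light chain, by 8.42 (0.62). *Padi2*, an enzyme that turns arginine into citrulline in proteins, rose by 6.07 (0.27). The mean normalized count was 50 or more in 141 of the 187 genes and under 20 in 23. In 152 of them every spindle library lay above every muscle library. Without spindle 9, 10, 12 and 13, 106 of the genes were higher.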

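Slow and fast contractile genes moved in opposite directions. Of 21 slow and cardiac contractile genes, 16 were higher in spindle, none was lower and 5 were not called (17 higher when adjusted over the list alone, median log2 fold change 6.04). *Tpm3*, slow tropomyosin, had a normalized count of 22539 ± 8346 in spindle and 341.8 ± 73.21 in muscle, a log2 fold change of 6.04 (standard error 0.25, adjusted p = 6.200e-12 from edgeR). *Tnni1*, slow troponin I, rose by 7.84 (0.35), *Myl4*, the atrial and embryonic light chain, by 6.33 (0.28), and *Myl6b*, a slow light chain, by 4.97 (0.16). *Myoz2*, a calcineurin-binding protein of slow fibers, rose by 1.30 (0.24). Of 16 fast contractile genes, 1 was higher, 11 were lower and 4 were not called (1 higher and 11 lower when adjusted over the list alone, median -1.14). *Myh1*, the fast myosin heavy chain of type IIx fibers, had a normalized count of 6160 ± 4325 in spindle and 219765 ± 130664 in muscle and fell by 5.16 on the log2 scale (0.68). *Mybpc2*, fast myosin-binding protein C, fell by 4.08 (0.65), *Myoz1* by 1.46 (0.14) and *Casq1*, calsequestrin of fast fibers, by 1.12 (0.13). The higher gene was *Myh4*, the type IIb heavy chain, at 3.47, chosen after its value was seen. Of 14 myosin heavy chain genes taken by symbol, 7 were higher, 2 were lower and 5 were not called (7 higher and 2 lower when adjusted over the list alone, median 2.21). The other lower gene was *Myh8*, the perinatal heavy chain, which fell by 3.12 (0.34). The camera tests in limma gave adjusted p = 3.034e-14 for the slow genes, 3.767e-11 for the fast genes and 0.004797 for the myosin heavy chains (adjusted p = 0.06069, 0.08915 and 0.2722 with an estimated correlation). These lists hold genes that the paper reports as changed in these samples, such as *Myl2*, *Myh7* and *Myh1*. Their tests are therefore not wholly independent evidence of direction. With library size alone 6 fast genes were lower, and the call of *Casq1* ended (-0.80), as it did with background reads taken off.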

GO analysis on these intrafusal genes identified biological processes such as ‘muscle structure development’, ‘transition between fast and slow fiber’, and ‘cell-matrix adhesion’ (Figure 1F; Figure 1—figure supplement 2H, Supplementary file 7).

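Calls made here fell largely on the genes that the authors' deposited table holds past its thresholds. Of the genes called higher in spindle, 2449 were also higher in that table and 21 were called here alone. For genes called lower, 325 were in both and 78 were called here alone. No gene was called in opposite directions. Intrafusal and capsule genes are among the shared calls, such as *Tnnc1* and *Slc2a1*, the glucose transporter GLUT1, which rose by 3.52 on the log2 scale (standard error 0.16, adjusted p = 6.200e-12 from edgeR) from a normalized count of 74.09 ± 9.917 in muscle to 856 ± 199.8 in spindle. Both sets of calls come from the same counts, so their overlap describes the tests and not a second experiment.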

Overall, we have established a database of 2742 genes that are upregulated in muscle spindle relative to adjacent extrafusal fibers. We have demonstrated that this database includes RNA transcripts from all tissues composing the spindle, including intrafusal fibers, neuronal tissues, and capsule cells (Figure 1G), thereby providing molecular characterization of the entire organ.

### Proteomic analysis identified potential markers for the different tissues that compose the muscle spindle

Next, we performed proteomic analysis on intact muscle spindles and adjacent extrafusal fibers isolated from the deep masseter muscle. Because we expected some of the differentially expressed proteins to originate in the neuronal component of the spindle, we also analyzed nerve fibers from the masseter without their nerve termini and cell bodies (nerve; Figure 2A). PCA of the obtained proteomic data revealed three separate populations (Figure 2—figure supplement 1A), indicating that muscle spindles, extrafusal fibers, and nerve fibers display different protein compositions.

**Figure 2.**
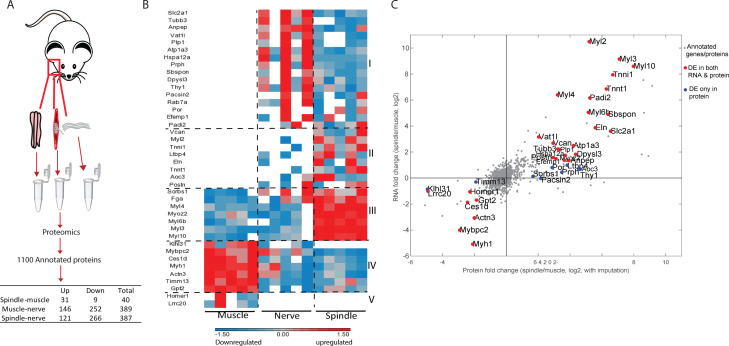
Proteomic analysis of intact muscle spindle identified proteins expressed in its constituent tissues. (**A**) Schematic representation of the analyzed samples. Proteomic analysis was performed on intact muscle spindle, extrafusal muscle fibers (muscle), and nerve fibers deprived of their nerve termini and cell bodies (nerve). (**B**) Heatmap showing clustering of the differentially expressed proteins between muscle spindle and extrafusal fibers. Each horizontal line denotes the relative expression of a single protein (log2-transformed LFQ intensities with row standardization; proteins not detected are in white). Cluster numbers are indicated by Roman letters on the right. (**C**) Scatter plot showing the correlation between the fold changes of spindle-muscle differentially expressed (DE) proteins and RNA. The X-axis indicates log2 fold change values for proteins, whereas the Y-axis shows the log2 fold change values for transcripts (shown in Figure 1). Gray dots represent all genes and proteins detected, red dots represent DE molecules at both RNA and protein levels, blue dots represent DE proteins only. DE protein symbols are shown on the plot.

**Figure 2—figure supplement 1.**
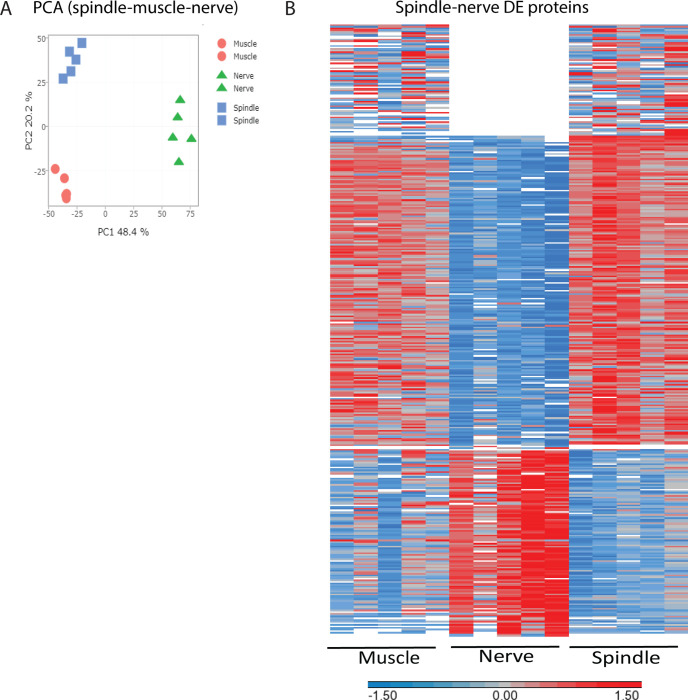
Proteomic analysis of muscle spindles and adjacent muscle and nerve. (**A**) Principal component analysis (PCA) of proteomic data from isolated muscle spindles (spindle, blue) extrafusal muscle fibers (muscle, red) and nerve fibers devoid of nerve termini and cell bodies (nerve, blue). (**B**) Heatmap showing clustering of the differentially expressed proteins between muscle spindle and nerve fibers. Each horizontal line describes the relative expression of a single protein (log2-transformed LFQ intensities with row standardization; proteins not detected are in white).

To determine which proteins are expressed in each tissue type, we performed differential expression analysis and found over 500 proteins that were differentially expressed between the samples (Figure 2A, Supplementary file 8). To identify proteins that are uniquely expressed by spindles, we compared between spindle and nerve samples and between spindle and muscle samples, and identified 387 and 40 differentially expressed proteins, respectively. To correlate these differentially expressed proteins to the different tissues of the spindle, we examined their expression in all three samples (Figure 2B, Figure 2—figure supplement 1B). Clustering of the 387 spindle-nerve differentially expressed proteins showed that the spindle sample clustered with the muscle sample, suggesting that these proteins are expressed by the muscle tissue of the spindle (Figure 2—figure supplement 1B).

The 40 proteins that were differentially expressed in spindle vs. muscle samples were grouped into five distinct clusters (Figure 2B). Cluster 1 contains proteins expressed in both spindle and nerve, but not in extrafusal fibers, suggesting that these proteins are expressed in the neuronal tissue of the spindle. The expression of the pan-neuronal marker Tubb3 (Lee et al., 1990) in this cluster supports this assumption. Cluster 2 contains proteins that were expressed in the spindle and had almost no expression in either muscle or nerve samples. This cluster includes extracellular proteins such as versican and elastin, suggesting that it may represent the spindle capsule. Cluster 3 mainly contains myosins, suggesting that it includes proteins expressed in the intrafusal fibers. Clusters 4 and 5 contain proteins highly expressed in the muscle sample as compared to the spindle sample. Interestingly, clusters 1 and 2 contain 24 proteins that were expressed by spindles but not by extrafusal fibers. Since spindles are sporadically embedded within the muscle, these 24 proteins may serve as spindle-specific markers.

Finally, to correlate between RNA-seq and proteomic data, we compared the lists of spindle-muscle differentially expressed genes (Figure 1) and proteins (Figure 2B). The results showed that 29 molecules were differentially expressed in the same direction at both protein and RNA levels (Figure 2C, red dots).

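RNA of the molecules that Figure 2C marks at both levels was called in the marked direction for all 29, 22 of them higher in spindle and 7 lower. Their names were read from the figure. The marks rest on RNA tests of the same samples, so the count is not independent evidence of direction. *Vcan*, the large proteoglycan versican, had a normalized count of 332.7 ± 119.3 in spindle and 55.35 ± 20.88 in muscle, a log2 fold change of 2.61 (standard error 0.28, adjusted p = 2.945e-06 from edgeR). *Efemp1*, a fibulin of the extracellular matrix, rose by 1.41 (0.22) and *Anpep*, a membrane aminopeptidase, by 1.27 (0.16). *Sbspon*, a secreted protein with a somatomedin B domain, rose by 4.76 (0.47), but 72.8% of its exonic length overlaps another gene, so its reads are uncertain. *Tubb3*, the neuronal tubulin, rose by 2.09 (0.68, adjusted p = 0.02203 from edgeR) and was not called with the mouse as a block (1.86, adjusted p = 0.06764 from edgeR). *Postn*, the matrix protein periostin, rose by 1.52 (0.51, adjusted p = 0.04113 from edgeR) and was not called with the block (1.60, adjusted p = 0.06937 from edgeR). Among the lower molecules, *Ces1d*, a carboxylesterase of lipid metabolism, fell by 1.94 on the log2 scale (0.17), *Gpt2*, a mitochondrial alanine transaminase, by 1.77 (0.15), and *Homer1*, a scaffold protein, by 1.13 (0.12). *Lrrc20* fell by 1.09 (0.15). The names read from the figure, 29 marked at both levels and 9 in protein alone, fall short of the differing proteins that the paper counts. The rest were not compared. Of the 9 molecules marked in protein alone, none was called by edgeR, DESeq2 or limma-voom. At an unadjusted p under 0.05, 4 were higher and 2 lower. These also passed the adjusted p from edgeR (0.04799 or less) and missed only the minimum fold change. Nearest to it were *Ltbp4* at 0.91 (0.17) and, among the lower, *Klhl31* at -0.93 (0.13). With library size alone *Homer1* (-0.82) and *Lrrc20* (-0.76) were not called, *Lrrc20* not without spindle 9 either (-0.99). The call of *Tubb3* ended without muscle 9 (1.88), 11 (1.87) or 13 (1.94), and that of *Postn* without any library other than muscle 12 (1.32 to 1.61).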

Taken together, our proteomic data identified 40 proteins that are differentially expressed between the muscle spindle and the surrounding muscle tissue. Twenty-four of these proteins were expressed only in the spindle, suggesting them as potential markers for these proprioceptors.

### Myl2, Atp1a3, VCAN, and Glut1 are new markers for different muscle spindle tissues

To identify markers for the different tissues of the spindle, we searched for differentially expressed molecules that were found to be upregulated in both our transcriptomic and proteomic analyses (Figure 2C). Next, we associated 16 of the 22 detected molecules to their predicted tissue by crossing them with RNA datasets of proprioceptive neurons, γ-motoneurons, extracellular genes, and intrafusal fibers (Figure 1, Figure 3—figure supplement 1). Four out of the remaining six candidates are contractile proteins, suggesting that they are expressed by intrafusal fibers. The two remaining proteins were classified as ‘other’ (Figure 3A, Figure 3—figure supplement 1).

**Figure 3.**
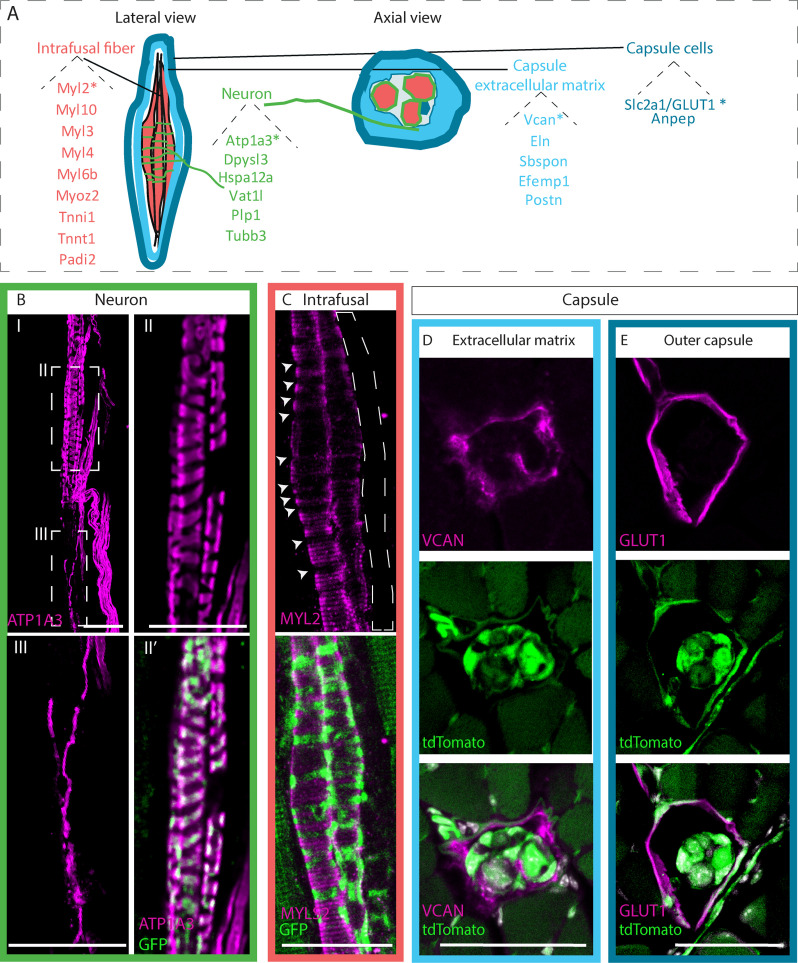
Identifying novel molecular markers for different muscle spindle tissues. (**A**) Schematic representation of the different tissues composing the muscle spindle in a lateral (left) and axial (center) views. Twenty-two potential markers that were found to be upregulated at both RNA and protein levels are listed next to their predicted tissue of expression, namely intrafusal fibers (red), neurons (green), capsule cells (dark blue), and capsule extracellular matrix (light blue). Markers that were further validated are marked with asterisks. (**B,C**) Confocal images of whole-mount extensor digitorum longus (EDL) muscle from *Piezo2^EGFP-IRES-Cre^* mice, in which proprioceptive neurons are fluorescently labeled by GFP (green), which were immunostained for ATP1A3 (B, magenta) or myosin light chain 2 (MYL2) (C, magenta). Anti-ATP1A3 stained proprioceptive neurons (BII) and γ-motoneurons (BIII). (II,III) are high magnifications of the boxed areas in (**I**). Anti-MYL2 stained intrafusal bag fibers, but not chain fibers (indicated by dashed lines); arrowheads indicate the neuron-muscle interface, where MYL2 staining was absent. Scale bars represent 50 μm. (**D,E**) Confocal images of transverse sections of forelimb muscles from *Piezo2^EGFP-IRES-Cre^;Rosa26^tdTomato^* mice, in which muscle spindles are fluorescently labeled by tdTomato (green), which were immunostained for versican (VCAN) (D, magenta) or GLUT1 (E, magenta). VCAN was expressed in the extracellular matrix of the capsule, whereas GLUT1 expression was restricted to the outer capsule cells. Scale bars represent 50 μm.

**Figure 3—figure supplement 1.**
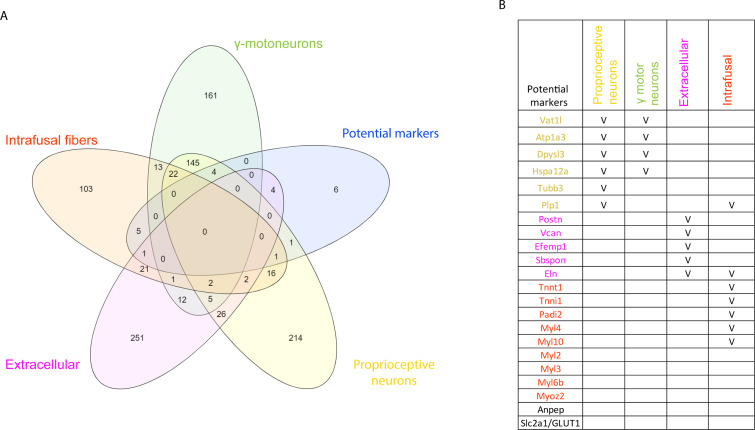
Correlation between protein and RNA upregulation in the spindle. (**A**) A Venn diagram of the 22 potential markers that were upregulated at both RNA and protein levels (blue) and the four groups of differentially expressed (DE) upregulated genes shown in Figure 1 (extracellular space, magenta; proprioceptive neurons, yellow; γ-motoneurons, green; intrafusal fibers, red). (**B**) A Supplementary File of the predicted tissue-specific expression of the 22 potential markers that were upregulated at both RNA and protein levels, color-coded as in (**A**).

**Figure 3—figure supplement 2.**
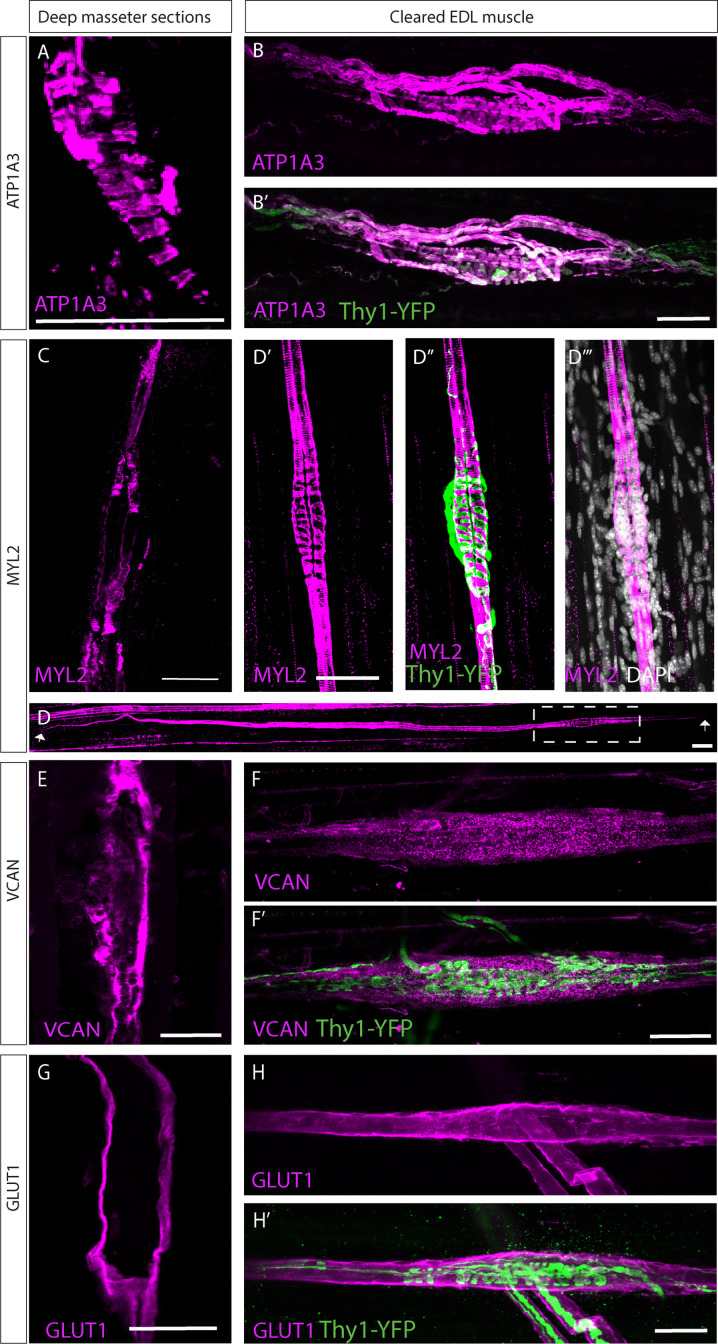
Validation of predicted muscle spindle markers. Confocal images of longitudinal sections of the deep masseter muscle (**A,C,E,G**) and of whole-mount extensor digitorum longus (EDL) muscle (**B,D,F,H**) taken from adult (p>45) mice stained with the indicated antibodies. Muscles in B,D,F,G were taken from mice expressing *Thy1-YFP* reporter (green) (Feng et al., 2000). ATP1A3 (**A,B**), myosin light chain 2 (MYL2) (**C,D**), versican (VCAN) (**E,F**), GLUT1 (**G,H**) are in magenta; white is DAPI (**D**). The boxed area in **D** is enlarged in **D’–D’’’**; arrows in **D** indicate the ends of the bag fibers. Scale bars represent 50 μm.

**Figure 3—figure supplement 3.**
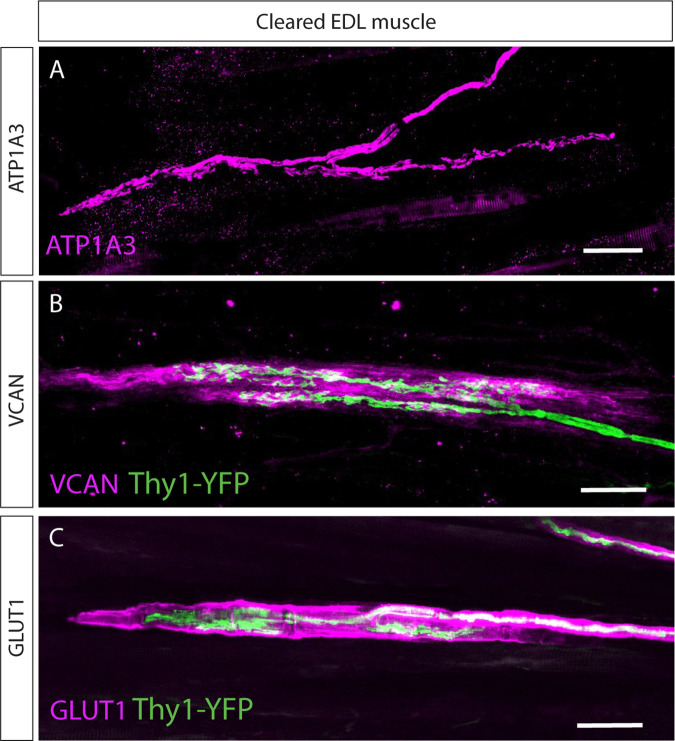
Examination of the expression of muscle spindle markers in the Golgi tendon organ (GTO). Confocal images of whole-mount extensor digitorum longus (EDL) muscles from adult (p>45) mice stained with antibodies against ATP1A3 (**A**), versican (VCAN) (**B**), and GLUT1 (**C**; all in magenta). Muscles in (**B,C**) were taken from mice expressing *Thy1-YFP* reporter (green). Scale bars represent 50 μm.

To validate our predictions, we studied the expression of several potential markers using immunofluorescence staining on section of deep masseter muscle (Figure 3—figure supplement 2) and on whole extensor digitorum longus (EDL) muscle. Samples were subjected to a clearing protocol that allows visualization and analysis of intact muscle spindles (Figure 3, Figure 3—figure supplement 2).

First, we examined the neuronal marker ATPase, Na+/K+ transporting, alpha 3 polypeptide (ATP1A3), which was predicted by our analysis to be expressed in both proprioceptive and γ-motoneurons (Figure 3—figure supplement 1). In agreement with our prediction, ATP1A3 was previously shown to be expressed in proprioceptive sensory neurons (Romanovsky et al., 2007) and γ-motoneurons (Edwards et al., 2013). Indeed, immunostaining of deep masseter sections showed ATP1A3 expression by proprioceptive neurons in the central part of the spindle (Figure 3—figure supplement 2A). Whole-mount staining revealed ATP1A3 expression in both proprioceptive neurons (Figure 3BI, II, Figure 3—figure supplement 2B) and γ-motoneurons (Figure 3BIII). These results demonstrate our ability to identify potential marker from our multi-omic data.

As a marker for intrafusal fibers, we tested myosin light chain 2 (MYL2). We found that within the deep masseter muscle, MYL2 expression was restricted to intrafusal fibers and was excluded from the extrafusal fibers (Figure 3—figure supplement 2C). Whole-mount staining showed that MYL2 was expressed by all bag fibers (Figure 3C, Figure 3—figure supplement 2D) and that its levels were reduced in areas that are contacted by proprioceptive neurons (Figure 3C, arrowheads).

As a potential marker for capsule ECM, we studied the expression of versican (VCAN). Immunostaining of deep masseter sections, whole-mount EDL (Figure 3—figure supplement 2E–F), and transverse sections of forelimbs (Figure 3D) showed that VCAN is expressed in the extracellular space between the inner and outer capsule.

Next, we analyzed the expression of solute carrier family 2 member 1 (*slc2a1*), that encodes GLUT1 protein from the ‘other’ group. We found it to be expressed along the outer boundaries of the spindle (Figure 3—figure supplement 2G and H). To localize its expression more accurately, we examined transverse sections of the spindle and found that GLUT1 is expressed by outer capsule cells (Figure 3E).

Finally, as both muscle spindles and GTOs are found in the musculoskeletal system (Proske and Gandevia, 2012), we studied the expression of our validated markers in GTOs. We found that ATP1a3, VCAN, and GLUT1 were also detected in the different GTO tissues (Figure 3—figure supplement 3).

Taken together, these results highlight and validate new markers for the different tissues composing the muscle spindle and GTO, which may serve for imaging and studying these tissues.

### Analysis of new markers during development revealed sequential steps of spindle differentiation

To date, little is known on the molecular events that take place during muscle spindle development. Having identified new markers for spindle tissues, we proceeded to utilize these markers to study the postnatal development of these proprioceptors. At this stage, proprioceptive neurons, intrafusal fibers, and capsule cells are already present (Milburn, 1973). Using antibodies against these markers, we stained sections of deep masseter muscles from *Thy1-YFP* reporter mice (Feng et al., 2000), where neuronal tissue is fluorescently labeled, at postnatal days (P) 3, 7, and 25. Examination showed that at P3, only the neuronal marker ATP1A3 was expressed in the spindle (Figure 4A). Further examination showed that ATP1A3 was expressed prenatally as early as E15.5 (Figure 4—figure supplement 1). By P7, the capsule cell marker GLUT1 was prominently expressed in the outer capsule (Figure 4B) and by P25, the capsule ECM marker VCAN was expressed in the extracellular space (Figure 4C).

**Figure 4.**
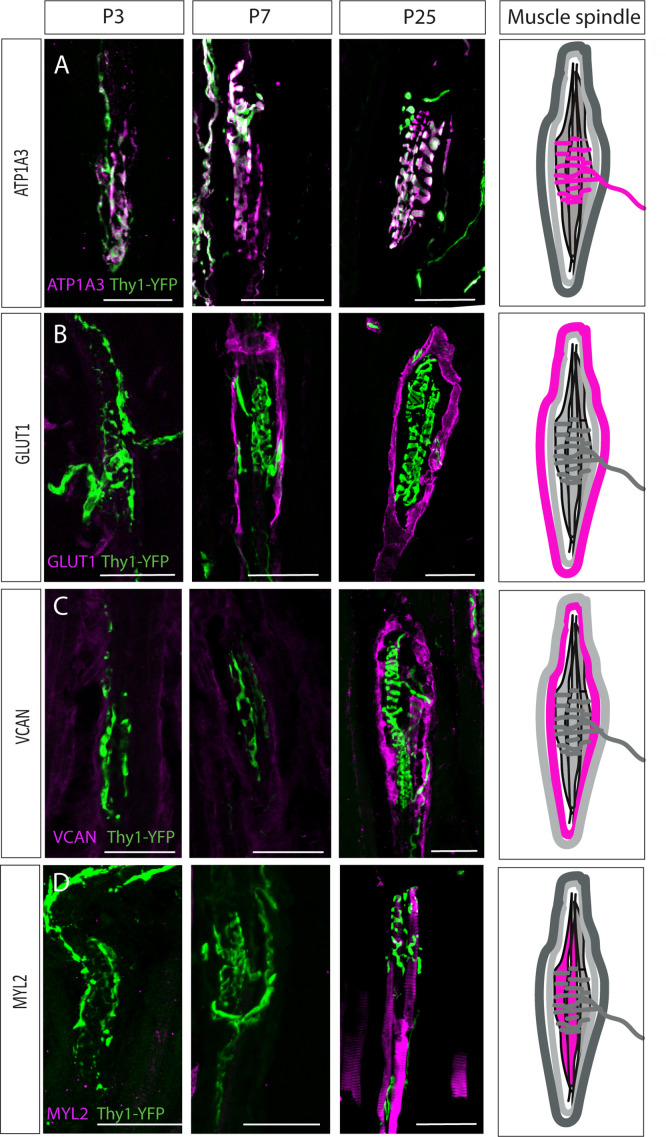
Postnatal muscle spindle development. (**A–D**) Confocal images of longitudinal sections of the deep masseter muscle from *Thy1-YFP* mice (YFP, green) stained with the indicated antibodies at P3, P7, and P25. ATP1A3 (**A**) was expressed by proprioceptive neurons at all examined time points. GLUT1 expression (**B**) was detected in the outer capsule cells at postnatal day 7 (P7). Versican (VCAN) expression (**C**) was detected in the extracellular space at P25. Myosin light chain 2 (MYL2) expression (**D**) was detected in intrafusal fibers at P25. ATP1A3, GLUT1, VCAN, and MYL2 are in magenta. Scale bars represent 50 μm. On the right, schematic representations of adult muscle spindle with the analyzed tissue in magenta.

**Figure 4—figure supplement 1.**
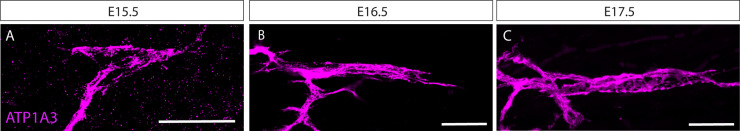
Embryonic expression of ATP1a3. Confocal images of whole-mount gluteus (**A**) and extensor digitorum longus (EDL) (**B,C**) muscles from embryos at the indicated developmental stages stained with anti-ATP1a3 antibody. Scale bars represent 50 μm.

**Figure 4—figure supplement 2.**
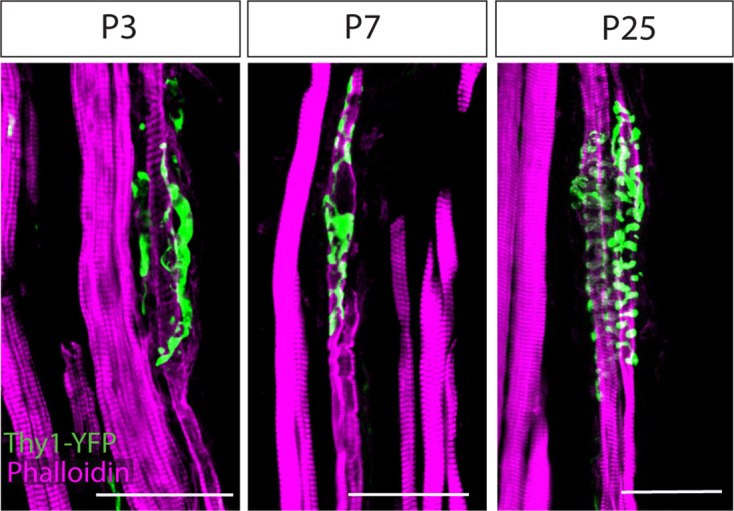
Sarcomeric organization of the muscle spindle. Confocal images of longitudinal sections of the deep masseter muscle from *Thy1-YFP* mice (green) stained with phalloidin (magenta) at postnatal days (P) P3, P7, and P25. Scale bars represent 50 μm.

The intrafusal marker MYL2 was also first detected at P25 (Figure 4D). To determine if the sarcomeric organization of the intrafusal fibers forms prior to P25, we stained P3, P7, and P25 intrafusal fibers with phalloidin. As seen in Figure 4—figure supplement 2, this organization was observed already at P3, suggesting that the identity of the intrafusal fibers is acquired after the myofiber has been established. Taken together, these results suggest that during spindle development, capsule cells and intrafusal fibers undergo several differentiation steps to reach their mature state.

### Differentiation of muscle spindle capsule cells propagates from the center toward the polar ends

Next, we studied the development of the spindle capsule. It was previously suggested that the outer spindle capsule is part of the perineural sheath in the peripheral nervous system (Shantha et al., 1968). Recently, *Gli1* was shown to be expressed by perineural glial cells (Zotter et al., 2022). Examination of our data showed that *Gli1* transcripts were significantly upregulated in the muscle spindle samples as compared to the extrafusal fiber samples (log fold change 3.57; Supplementary file 1). 

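*Gli1*, a transcription factor that hedgehog signaling switches on, was higher in every spindle library than in any muscle library. It lies on chromosome 10 from 127329882 to 127341974 and had a normalized count of 341.3 ± 104 in spindle and 29.69 ± 14.83 in muscle, a log2 fold change of 3.45 (standard error 0.31, adjusted p = 6.577e-07 from edgeR). Other parts of the same pathway moved with it. Of 12 hedgehog signaling genes, 8 were higher, none was lower and 4 were not called (8 higher when adjusted over the list alone, median log2 fold change 1.17). *Dhh*, the ligand that Schwann cells secrete, rose by 2.97 (0.29), and 25.2% of its exonic length overlaps another gene. *Cdon*, a co-receptor, rose by 1.23 (0.14) and *Ptch1*, the receptor that hedgehog signaling itself induces, by 1.11 (0.15). The camera test in limma gave the list an adjusted p = 5.303e-05 (adjusted p = 0.08915 with an estimated correlation). As the list holds *Gli1*, which the paper reports as higher in these samples, its test is not wholly independent evidence.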

To determine whether *Gli1* is expressed by capsule cells, we crossed *Gli1^CreERT2^* mice (Ahn and Joyner, 2004) with *Rosa26^tdTomato^* reporter (Madisen et al., 2010). We administrated tamoxifen to *Gli1^CreERT2^;Rosa26^tdTomato^* mice at P1 and analyzed tdTomato expression at P3 in whole-mount preparations of the EDL muscle. As seen in Figure 5A, tdTomato was extensively expressed around the spindle, suggesting that at P1, *Gli1*-positive cells contribute to the developing capsule.

**Figure 5.**
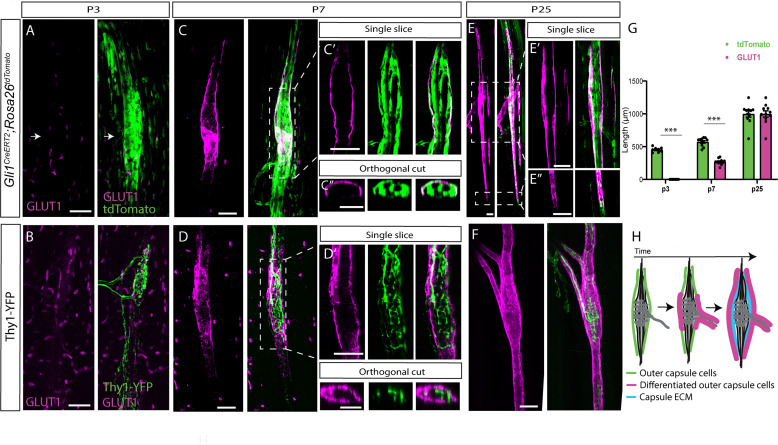
Postnatal development of muscle spindle capsule cells. (**A,C,E**) Confocal images of whole-mount extensor digitorum longus (EDL) muscle taken from *Gli1^CreERT2^;Rosa26^tdTomato^* mice stained for GLUT1 (magenta). *Gli1^+^* were labeled by a single tamoxifen administration at postnatal day 1 (P1) and analyzed at P3 (**A**), P7, (**C**) and P25 (**E**). Arrows in (**A**) show the location of the capsule cells, as marked by TdTomato (green). The center of the spindle (boxed area in C) is shown in a single slice (**C’**) and in an orthogonal view (**C’’**). The center of the spindle (top boxed area in E) and its edges (bottom boxed area in E) are shown in single slices (E’ and E’’, respectively). (**B,D,F**) Confocal images of whole-mount EDL muscle from *Thy1-YFP* mice stained with anti-GLUT1 antibody at P3 (**B**), P7 (**D**), and P25 (**F**). The center of the spindle (boxed area in D) is shown in a single slice (**D’**) and in an orthogonal view (**D’’**). (**G**) Quantification of capsule length, as measured in (**A,C,E**) based on GLUT1 and tdTomato labeling (n_P3_ = 7, p = 9.07E-08; n_P7_ = 10, p = 1.09E-08; n_P25_ = 10, p = 0.989; two-tailed *t*-test; data are presented as mean ± SEM; each dot represents one spindle). (**H**) Schematic representation of the maturation process of the outer capsule throughout postnatal development. Scale bars represent 50 μm in (**A–F**) and 20 μm in (**B’,C’**).

Next, we analyzed spatially the differentiation sequences of capsule cells by staining whole-mount EDL muscles for GLUT1. We used either *Gli1^CreERT2^;Rosa26^tdTomato^* mice that were administered tamoxifen at P1, or *Thy1-YFP* mice. At P3, we observed TdTomato expression by capsule cells and YFP expression in proprioceptive neurons at the center of the spindle. However, in agreement with our results in the masseter (Figure 4), we did not detect GLUT1 expression around the spindle (Figure 5A and B). At P7, while TdTomato expression extended to the spindle periphery (Figure 5C, quantified in G), GLUT1 expression was restricted to the central domain of the spindle, covering the coil structure formed by proprioceptive neurons (Figure 5D). Examination of single optical sections of the capsule showed that GLUT1 was co-expressed with tdTomato, suggesting that *Gli1*-positive capsule cells also express *Glut1* (Figure 5C’). By P25, GLUT1 expression extended from the center and covered the polar ends of the spindle in a similar pattern to the tdTomato-positive cells (Figure 5E’, quantified in Figure 5G).

Taken together, these results reveal the spatiotemporal sequence of the differentiation of *Gli1^+^* during muscle spindle capsule development and maturation (Figure 5H).

## Discussion

Although the muscle spindle is the main sensory organ of proprioception, its molecular composition has only recently started to be unraveled. Here, we generated comprehensive transcriptomic and proteomic datasets of the entire muscle spindle. By analyzing these datasets, we have identified a set of new markers for the different tissues that compose the spindle. Finally, using these markers, we studied the development of the capsule that envelops the spindle and revealed several differentiation steps. Together, these findings provide a new tool for future studies of muscle spindle biology and pathology.

For many years, the molecular composition of muscle spindle was neglected. In recent years, the molecular identities of proprioceptive sensory neurons, γ-motoneurons, and intrafusal fibers have been uncovered (Blum et al., 2021; Kim et al., 2020; Oliver et al., 2021; Wu et al., 2019; Wu et al., 2021). Although these studies advanced our understanding of these tissues, a comprehensive, organ-level account of gene expression profiles of all tissues composing the spindle was still missing. Several factors contributed to this shortage. First, there was no transcriptional data on the muscle spindle capsule cells. Second, proprioceptive sensory neurons and γ-motoneurons RNA data were collected from their soma, not necessarily reflecting the expression in the neuron endings. Finally, most of these studies were performed at a single-cell or single-nucleus resolution, hence lacking deep RNA coverage. In this study, we filled these gaps by providing deep sequencing data combined with proteomic data of the intact muscle spindle.

Local translation of mRNA into protein was shown to regulate multiple aspects of axonal and dendritic biology (Holt and Schuman, 2013). Because our study was performed on intact muscle spindle, including neuron endings, we could identify genes and proteins that are most likely expressed in terminals. By comparing our RNA-seq data to the expression profiles of isolated DRG proprioceptive neurons (Zheng et al., 2019) and γ-motoneurons (Blum et al., 2021), we identify RNA transcripts that potentially derive from these two neuron types. Interestingly, GO enrichment analysis identified a number of enriched synapse-related terms in the neuronal endings of both proprioceptive neurons and γ-motoneurons. Indeed, the peripheral endings of proprioceptive neurons were shown to have presynapse-like structures (Bewick et al., 2005; Bewick and Banks, 2014; Than et al., 2021; Zhang et al., 2014). The presence of many presynaptic genes in our RNA dataset reinforces these findings and provides a strong indication to our ability to collect data from these terminals.

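Some genes of synaptic vesicles and of their release were higher in spindle, at low counts. Of 25 presynaptic genes, 13 were higher, none was lower and 12 were not called (13 higher when adjusted over the list alone, median log2 fold change 1.29). *Stx1a*, a syntaxin of the vesicle fusion machinery, rose by 1.70 (standard error 0.26, adjusted p = 6.361e-05 from edgeR), from a normalized count of 23.85 ± 4.737 in muscle to 78.35 ± 30.17 in spindle. *Slc17a7* and *Sv2a* are also among the called genes of the list. The camera test in limma gave the list an adjusted p = 4.109e-04 (adjusted p = 0.08915 with an estimated correlation). As the paper reports *Slc17a7* as higher in these samples, this test is not wholly independent evidence. With background reads, estimated from odorant receptor genes, taken off each library, 7 of the genes were higher (median 1.05). Without spindle 10, 12 and 13, the libraries with the most of these reads, 6 were (median 1.05). Fewer spindle libraries also give less power.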

The main problem in the study of muscle spindle is the lack of molecular markers for its different compartments. Our study provides a list of putative markers for the different spindle tissues, which was generated by crossing between our transcriptomic and proteomic datasets. Several of these candidates, which were verified using immunohistochemistry, can be used to study spindle development and pathology.

The biology of the capsule and the cells that compose it is largely unknown. Questions relating, for example, to the origin of capsule cells, their level of heterogeneity, or the coordination of their differentiation with the development of other spindle tissues are still open. Indication of the significance of the capsule comes from studies on muscular dystrophy, where capsule thickening is observed in both patients (Cazzato and Walton, 1968; Kararizou et al., 2007) and mice (Ovalle and Dow, 1986). By using the markers we have identified, we provide spatiotemporal information on capsule development. We show that the outer capsule cells undergo several steps of differentiation and ECM secretion. Moreover, we found that spatially, the differentiation wave starts at the center of the spindle and propagates to its polar ends. These finding are in agreement with previous studies showing that intrafusal fibers and neurons undergo postnatal maturation (Maeda et al., 1985; Soukup et al., 1995) and indicate developmental coordination between the different tissues of the spindle. It is tempting to speculate about the nature of the molecular mechanism that coordinates this process, which we predict to involve secreted molecules. Interestingly, several secreted growth factors, such as BMPs and FGFs, were identified by our transcriptomic analysis and are therefore potential candidates to coordinate spindle development.

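Several secreted growth factors were higher in spindle. Of 9 bone morphogenetic protein genes taken by symbol, 4 were higher, none was lower and 5 were not called (4 higher when adjusted over the list alone, median log2 fold change 1.02). *Bmp7* had a normalized count of 381.7 ± 124.9 in spindle and 23.31 ± 6.568 in muscle, a log2 fold change of 4.03 (standard error 0.24, adjusted p = 2.772e-10 from edgeR), and *Bmp3* rose by 1.88 (0.32). *Bmp4*, at 1.02, was chosen after its value was seen. *Bmp15*, a factor of oocytes, had 80 reads in spindle and 1 in muscle, a ratio of 105 (95% counting interval 18.3 to 4192), and its call ended without spindle 9 (log2 fold change 5.37). *Bmp1*, a protease rather than a growth factor, had a log2 fold change of 0.95 (0.13), just under the threshold, and was called with DESeq2 at 1.02. Of 17 fibroblast growth factor genes, 6 were higher, none was lower and 11 were not called (6 higher when adjusted over the list alone, median 1.81). *Fgf18* rose by 2.20 (0.31), *Fgf9* by 1.81 (0.34) and *Fgf4* by 4.20 (0.83), the last at a normalized count of 17.4 ± 12.89 in spindle. *Fgf13*, an intracellular member that binds sodium channels, had a log2 fold change of -0.87 (0.14) and was not called. The camera tests in limma gave the bone morphogenetic proteins an adjusted p = 0.004755 and the fibroblast growth factors an adjusted p = 0.04684 (adjusted p = 0.08918 and 0.1541 with an estimated correlation). As the study's extracellular list holds 6 of the 9 and 6 of the 17, neither test is wholly independent evidence of direction. Of the fibroblast growth factors, 3 were higher without spindle 10, 12 and 13, the libraries with the most odorant receptor reads (median 1.64). With the mouse as a block, 1 was lower.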

The spindle capsule is composed of ECM molecules such as collagens type IV and VI (Maier and Mayne, 1987; Ovalle and Dow, 1985; Sanes, 1982). Our database contains many ECM genes, some of which likely contribute to the capsule. For example, we showed that VCAN is expressed in the capsule ECM. Furthermore, we identified two novel capsule cell markers, namely GLUT1 for outer capsule cells and Gli1 for outer and inner capsule cells. These findings raise questions regarding the origin of the capsule cells. 

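Basement membrane genes differed by member. Of 23 genes, 5 were higher in spindle, none was lower and 18 were not called (6 higher when adjusted over the list alone, median log2 fold change 0.54). *Lamb3*, a chain of the laminin that lies under epithelia, rose by 2.41 (standard error 0.29, adjusted p = 3.672e-06 from edgeR). *Col18a1*, the collagen that yields endostatin, rose by 1.61 (0.22). *Lama3*, another laminin chain, rose by 1.56 and was chosen after its value was seen, and *Col4a5* is also among the genes called. The camera test in limma gave the list an adjusted p = 0.003847 (adjusted p = 0.4076 with an estimated correlation), and 8 genes were higher with library size alone. As the paper names collagen type IV among its higher markers, this test is not wholly independent evidence.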

Since muscle spindles contain both muscle and neuronal tissues, capsule cells may originate either in muscle mesenchyme or in the nervous system. Moreover, the difference we observed between gene expression profiles in inner and outer capsule raise the possibility that these are two distinct cell populations of different origins. Indeed, several lines of evidence suggest that capsule cells have two different origins within the nervous system. First, ultrastructural studies using electron microscopy identified high similarity between outer capsule and perineurial cells and between inner capsule cells and endoneurial fibroblasts of the peripheral nervous system (Dow et al., 1980; Edwards, 1975). Indeed, we show that the outer capsule cells express perineurial markers, further supporting the perineurial origin of the outer capsule. However, to verify this hypothesis and rule out muscle origin, detailed lineage tracing studies are needed.

Recent findings show that the proprioceptive system and, specifically, muscle spindles play vital regulatory roles in skeletal development and function (Assaraf et al., 2020; Blecher et al., 2017a; Blecher et al., 2017b). These findings suggest that spindle pathology would have a broad effect on the musculoskeletal system, highlighting the importance of uncovering the molecular composition of the muscle spindle. The molecular data we provide herein will thus support future studies of muscle spindle as well as musculoskeletal biology.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Mus musculus*)	B6(SJL)-Piezo2^tm1.1(cre)Apat^/J	Jackson Laboratory	Stock #027719 RRID:IMSR_JAX:027719	
Gene (*Mus musculus*)	Gli1^tm3(cre/ERT2)Alj^/J	Jackson Laboratory	Strain #:007913 RRID:IMSR_JAX:007913	
Gene (*Mus musculus*)	B6.Cg-Gt(ROSA)26Sor^tm9(CAG-tdTomato)Hze^/J	Jackson Laboratory	Strain #:007909 RRID:IMSR_JAX:007909	
Gene (*Mus musculus*)	B6.Cg-Tg(Thy1-YFP)16Jrs/J	Jackson Laboratory	Strain #:003709 RRID:IMSR_JAX:003709	
Antibody	Anti-ATP1a3 (rabbit polyclonal)	Millipore	Cat# 06-172I, RRID:AB_310066	Section 1:100 Whole mount 1:100
Antibody	Anti-VERSICAN (rabbit polyclonal)	Abcam	Cat# ab19345, RRID:AB_444865	Section 1:300 Whole mount 1:50
Antibody	Anti-MYL2 (rabbit polyclonal)	Abcam	Cat# ab79935, RRID:AB_1952220	Section 1:100 Whole mount 1:100
Antibody	Anti-GLUT1 (rabbit monoclonal)	Abcam	Cat# ab195020, RRID:AB_2783877	Section 1:400 Whole mount 1:200
Antibody	Anti-GFP (biotin goat polyclonal)	Abcam	Cat# ab6658 RRID:AB_305631	Section 1:100 Whole mount 1:100
Antibody	Cy5 conjugated donkey anti-rabbit (polyclonal)	Jackson ImmunoResearch Laboratories	Cat# 711-175-152 RRID:AB_2340607	Section 1:100 Whole mount 1:200
Peptide, recombinant protein	Phalloidin, synthetic peptide (TRITC)	Sigma-Aldrich	Cat# P1951 RRID:AB_2315148	Section 2 μg/ml
Peptide, recombinant protein	Native Streptavidin protein (DyLight 488)	Abcam	Cat# ab134349	Section 1:100 Whole mount 1:200
Software, algorithm	ImageJ software	ImageJ (http://imagej.nih.gov/ij/)	RRID:SCR_003070	

### Mouse lines

All experiments involving mice were approved by the Institutional Animal Care and Use Committee (IACUC) of the Weizmann Institute. Mice were housed in a temperature- and humidity-controlled vivarium on a 12 hr light-dark cycle with free access to food and water.

The following strains were used: *Piezo2^EGFP-IRES-Cre^* (The Jackson Laboratory, #027719), *Gli1^CreERT2^* (The Jackson Laboratory, #007913), *Rosa26^tdTomato^* (The Jackson Laboratory, #007909), and *Thy1-YFP16* (The Jackson Laboratory, #003709).

In all experiments, at least three mice from different litters were used. Mice were genotyped by PCR of genomic DNA from ear clips. Primer sequences and amplicon sizes are listed in Table 1.

**Table 1.** Primer sequences and amplicon sizes used for PCR.

Reaction	Amplicon (bp)	Sequences
Cre	800	F: CCTGGAAAATGCTTCTGTCCGTTTGCC R::GAGTTGATAGCTGGCTGGTGGCAGATG
Cre-ER^T2^	800	F: CCTGGAAAATGCTTCTGTCCGTTTGCC R: GAGTTGATAGCTGGCTGGTGGCAGATG
tdTomato (wild type)	297	F: AAG GGA GCT GCA GTG GAG TA R: CCG AAA ATC TGT GGG AAG TC
tdTomato (tdTomato-flox allele)	196	F: GGC ATT AAA GCA GCG TAT CC R: CTG TTC CTG TAC GGC ATG G
YFP (GFP)	300	F: GACGGCAACATCCTGGGGCACAAG R: CGGCGGCGGTCACGAACTCC

### Muscle spindle isolation

To isolate entire muscle spindles, spindles were labeled using the *Piezo2^EGFP-IRES-Cre^* reporter driving the expression of *tdTomato*. Mice were sacrificed and deep masseter muscle was manually exposed and dissected in ice-cold Liley’s solution (Liley, 1956) (NaHCO_3_ 1 g, KCl 0.3 g, KH_2_PO_4_ 0.13 g, NaCl 0.2 g, CaCl_2_ 1 M 2 ml, all adjusted to 1 l DDW) on a silicone-coated plate (Sylgard 184 silicone elastomer base). Muscle spindle bundles, each containing about 20 spindles, were microdissected under fluorescent microscope.

### Proteomic analysis

For proteomic analysis, samples of muscle spindles (fluorescently labeled), adjacent extrafusal muscle (non-florescent), and the nerve bundle innervating the muscle (fluorescently labeled) were isolated. Collected samples were immediately frozen in liquid nitrogen. For each tissue type, six samples were collected from one deep masseter muscle of six different mice.

### Sample preparation

Samples for protein profiling were prepared at the Crown Genomics Institute of the Nancy and Stephen Grand Israel National Center for Personalized Medicine, Weizmann Institute of Science.

Samples were subjected to in-solution tryptic digestion using the suspension trapping (S-trap) as previously described (Elinger et al., 2019). Briefly, tissue was homogenized in the presence of lysis buffer containing 5% SDS in 50 mM Tris-HCl. Lysates were incubated at 96°C for 5 min, followed by six cycles of 30 s of sonication (Bioruptor Pico, Diagenode, USA). Protein concentration was measured using the BCA (Thermo Fisher Scientific, USA). Then, 50 µg of total protein was reduced with 5 mM dithiothreitol and alkylated with 10 mM iodoacetamide in the dark. Each sample was loaded onto S-trap microcolumns (Protifi, USA) according to the manufacturer’s instructions. After loading, samples were washed with 90:10% methanol/50 mM ammonium bicarbonate. Samples were then digested with trypsin (1:50 trypsin/protein) for 1.5 hr at 47°C. The digested peptides were eluted using 50 mM ammonium bicarbonate. Trypsin was added to this fraction and incubated overnight at 37°C. Two more elutions were made using 0.2% formic acid and 0.2% formic acid in 50% acetonitrile. The three elutions were pooled together and dried by vacuum centrifugation. Samples were kept at −80°C until further analysis.

### Liquid chromatography

ULC/MS grade solvents were used for all chromatographic steps. Dry digested samples were dissolved in 97:3% H_2_O/acetonitrile containing 0.1% formic acid. Each sample was loaded using split-less nano-ultra performance liquid chromatography (nanoUPLC; 10 kpsi nanoAcquity; Waters, Milford, MA, USA). The mobile phase was: (A) H_2_O with 0.1% formic acid and (B) acetonitrile with 0.1% formic acid. Samples were desalted online using a reversed-phase Symmetry C18 trapping column (180 µm internal diameter, 20 mm length, 5 µm particle size; Waters). The peptides were then separated using a T3 HSS nano-column (75 µm internal diameter, 250 mm length, 1.8 µm particle size; Waters) at 0.35 µl/min. Peptides were eluted from the column into the mass spectrometer using the following gradient: 4–20% B in 155 min, 20–90% B in 5 min, maintained at 90% for 5 min and then back to initial conditions.

### Mass spectrometry

The nanoUPLC was coupled online through a nanoESI emitter (10 μm tip; New Objective; Woburn, MA, USA) to a quadrupole orbitrap mass spectrometer (Q Exactive HFX, Thermo Fisher Scientific) using a FlexIon nanospray apparatus (Proxeon). Data were acquired in data-dependent acquisition mode, using a top 10 method. MS1 resolution was set to 120,000 (at 200 m/z), mass range of 375–1650 m/z, AGC of 3e6, and maximum injection time was set to 60 ms. MS2 resolution was set to 15,000, quadrupole isolation 1.7 m/z, AGC of 1e5, dynamic exclusion of 40 s, and maximum injection time of 60 ms.

### Data processing

Raw data were processed with MaxQuant v1.6.0.16 (Cox and Mann, 2008). The data were searched with the Andromeda search engine against the mouse (*Mus musculus*) protein database as downloaded from Uniprot (https://www.afternic.com/forsale/uniprot.com?utm_source=TDFS&utm_medium=sn_affiliate_click&utm_campaign=TDFS_Affiliate_namefind_direct8&traffic_type=CL3&traffic_id=Namefind), and appended with common lab protein contaminants. Enzyme specificity was set to trypsin and up to two missed cleavages were allowed. Fixed modification was set to carbamidomethylation of cysteines and variable modifications were set to oxidation of methionines, and deamidation of glutamines and asparagines. Peptide precursor ions were searched with a maximum mass deviation of 4.5 ppm and fragment ions with a maximum mass deviation of 20 ppm. Peptide and protein identifications were filtered at an FDR of 1% using the decoy database strategy (MaxQuant’s ‘Revert’ module). The minimal peptide length was seven amino acids and the minimum Andromeda score for modified peptides was 40. Peptide identifications were propagated across samples using the match-between-runs option checked. Searches were performed with the label-free quantification option selected. Decoy hits were filtered out.

### Analysis of proteomic data

Bioinformatic analysis of the proteomic data was applied on LFQ intensities of 1100 proteins, detected from all samples. Proteins with at least one razor and unique peptides were considered, removing known contaminants and reversed entries, one outlier sample was excluded from analysis based on PCA. To detect differential proteins, ANOVA test was applied on log2-transformed intensities, following a multiple test correction (FDR step-up) using Partek Genomics Suite 7.0. For each pairwise comparison, we considered proteins with at least three valid measurements (out of five) in both groups that passed the thresholds of |linear fold change|≥2 and FDR ≤0.05. In addition, proteins that were detected in at least three replicates in one group and completely absent in the other group were also considered as qualitatively differential proteins. For visualization of protein expression, heatmaps were generated using Partek Genomics Suite, with log2-transformed LFQ intensities, applying row standardization and partition clustering using the k-means algorithm (Euclidean method). Scatter plots between the fold change of protein and genes were calculated using the imputed protein values.

### Bulk RNA-seq

For RNA analysis, muscle spindle bundles and adjacent extrafusal muscle fibers were collected and immediately frozen in liquid nitrogen. From each tissue type, six samples from six mice were produced.

### Sample preparation

Total RNA was purified using Qiazol followed by chloroform phase separation and application of RNeasy Micro kit (Qiagen). RNA quality and concentration was measured by NanoDrop and TapeStation. RNA-seq libraries were prepared at the Crown Genomics Institute of the Nancy and Stephen Grand Israel National Center for Personalized Medicine, Weizmann Institute of Science. Libraries were prepared using the INCPM-mRNA-seq protocol. Briefly, the polyA fraction (mRNA) was purified from 500 ng of total input RNA followed by fragmentation and generation of double-stranded cDNA. After Agencourt Ampure XP beads cleanup (Beckman Coulter), end repair, A base addition, adapter ligation, and PCR amplification steps were performed. Libraries were quantified by Qubit (Thermo Fisher Scientific) and TapeStation (Agilent). Sequencing was done on a NextSeq instrument (Illumina) using a single end 84 cycles high output kit, allocating ~20 M reads or more per sample (single read sequencing).

### Analysis of RNA-seq data

Transcriptomic data from five replicates of spindle samples and six muscle samples were analyzed. One spindle sample was omitted from the analysis because of low number of reads uniquely aligned to genes. A user-friendly Transcriptome Analysis Pipeline (UTAP) version 1.10.1 was used for analysis (Kohen et al., 2019). Reads were mapped to the *M. musculus* genome (Genome Reference Consortium Mouse Build 38 [GRCm38], version M25 Ensembl 100) using STAR (v2.4.2a) (Dobin et al., 2013) and GENECODE annotation. Only reads with unique mapping were considered for further analysis. Gene expression was calculated and normalized using DESeq2 version 1.16.1 (Love et al., 2014), using only genes with a minimum of five reads in at least one sample. Raw p-values were adjusted for multiple testing (Benjamini and Hochberg, 1995). A gene was considered differentially expressed if it passed the following thresholds: minimum mean normalized expression of 5, adjusted p-value ≤0.05, and absolute value of log2 fold change ≥1.

### Ingenuity pathway analysis

Genes were classified according to cell location using QIAGEN Ingenuity Pathway Analysis algorithm (https://digitalinsights.qiagen.com/; Qiagen, Redwood City, CA; USA; Krämer et al., 2014).

### Gene set enrichment analysis

To identify differentially expressed upregulated spindle genes that were enriched in DRG proprioceptive neurons or γ-motoneurons, pre-ranked GSEA (Subramanian et al., 2005) was performed using default settings against either DRG proprioceptive neurons genes (total of 37,729 genes; Zheng et al., 2019) or γ-motoneurons genes (total of 21,455 genes; Blum et al., 2021) sorted by expression values.

### Gene ontology

Go enrichment analysis was done using Metascape web tool (https://metascape.org/) choosing GO terms with p-value <0.05.

### Immunofluorescence of cryosections

For immunofluorescence, mice were sacrificed and fixed overnight in 4% paraformaldehyde (PFA)/PBS at 4°C. For longitudinal cryosectioning, the deep masseter muscle was dissected, transferred to 30% sucrose overnight, then embedded in OCT and sectioned by cryostat at a thickness of 10–20 µm. For transverse cryosection immunofluorescence, forelimbs were dissected, incubated with 0.5 mol/l EDTA (pH 7.4) for 2 weeks for decalcification, transferred to 30% sucrose overnight, then embedded in OCT by orienting the humerus at 90° to the plate, and sectioned by cryostat at a thickness of 10 µm.

Cryosections were dried and post-fixed for 10 min in 4% PFA, permeabilized with PBS with 0.3% Triton X-100, washed with PBS with 0.1% Tween-20 (PBST) for 5 min and blocked with 7% goat/horse serum and 1% bovine serum albumin (BSA) dissolved in PBST. Then, sections were incubated with primary antibody (see Key resources table) at 4°C overnight. The next day, sections were washed three times in PBST and incubated for 1 hr with secondary antibody conjugated fluorescent antibody, washed three times in PBST, counterstained with DAPI, and mounted with Immu-mount aqueous-based mounting medium (Thermo Fisher Scientific).

### Whole-mount immunofluorescence

For whole-mount immunofluorescence, muscles were subjected to optical tissue clearing protocol for mouse skeletal muscle adapted from Williams et al., 2019. Briefly, post-fixed EDL muscle was dissected, washed in PBS, and placed in an A4P0 hydrogel (4% acrylamide, 0.25% 2’-azobis[2-(2-imidazolin-2-yl)propane]dihydrochloride in PBS) shaking at 4°C overnight. Then, hydrogel was allowed to polymerize for 3 hr at 37°C. After polymerization, the samples were washed in PBS, transferred to 5 ml of 10% SDS (pH 8.0) with 0.01% sodium azide, and were shaken gently at 37°C for 3 days to remove lipid.

Cleared samples were washed with wash buffer (PBS containing 0.5% Tween-20) for 20 min, permeabilized with PBST (PBS containing 0.3% Triton X-100) for 20 min and washed again with wash buffer for 20 min, all at room temperature shaking. Then, samples were blocked with 6% BSA dissolved in PBS containing 0.3% Triton X-100 and 0.5% Tween-20 for 2 days at 37°C shaking gently. Samples were subjected to primary antibodies (see Key resources table) for 5 days at 37°C, shaking gently, washed with wash buffer for 2 days at room temperature with frequent solution changes, incubated with secondary antibodies and DAPI for 5 days at 37°C, shaking gently, and washed again with wash buffer for 2 days at room temperature with frequent solution changes. For clearing and mounting, the samples were then incubated in 500 µl refractive index matching solution (RIMS; 74% wt/vol Histodenz in 0.02 M phosphate buffer) for 1 day at room temperature, shaking gently. Samples were mounted in RIMS and imaged using Zeiss LSM800 or LSM900 confocal microscope. Images were processed with ImageJ 1.51 (National Institute of Health).

### Cell lineage analysis

Tamoxifen (Sigma-Aldrich, T-5648) was dissolved in corn oil (Sigma-Aldrich, C-8267) at a final concentration of 50 mg/ml. Cre-mediated recombination was induced at the indicated time points by administration of 125 mg/kg of tamoxifen by oral gavage (Fine Science Tools).

### Quantification of capsule size

Capsule length was measured on confocal Z-stack projections of at least 10 different spindles taken from three different mice using ImageJ 1.51. Differences in length were assessed by two-tailed *t*-test and statistical significance was defined as a p-value lower than 0.05.

## Data Availability

Sequencing data have been deposited in GEO under accession number GSE208147. The raw data of proteomic profiling were deposited in the ProteomeXchange via the Proteomic Identification Database (PRIDE partner repository). The following dataset was generated: ZelzerE 2023Molecular characterization of the intact mouse muscle spindle using a multi-omics approachNCBI Gene Expression OmnibusGSE20814710.7554/eLife.81843PMC993138836744866 The following previously published datasets were used: BlumJA KlemmS ShadrachJL GuttenplanKA NakayamaL KathiriaA HoangPT GautierO KaltschmidtJA GreenleafWJ GitlerAD 2021Single-cell transcriptomic analysis of the adult mouse spinal cord reveals molecular diversity of autonomic and skeletal motor neuronsNCBI Gene Expression OmnibusGSE16162110.1038/s41593-020-00795-0PMC801674333589834 ZhengY LiuP BaiL TrimmerJS BeanBP GintyDD 2019Deep Sequencing of Somatosensory Neurons Reveals Molecular Determinants of Intrinsic Physiological PropertiesNCBI Gene Expression OmnibusGSE13123010.1016/j.neuron.2019.05.039PMC670631331248728

## Additional files

Supplementary file 1. Differentially expressed genes between spindle and muscle samples. DE, differentially expressed.

Supplementary file 2. Gene ontology (GO) enrichment analysis for upregulated genes in the various cellular compartment using Metascape.

Supplementary file 3. Differentially upregulated genes localized to the extracellular space. Ingenuity pathway analysis revealed 325 differentially upregulated genes localized to the extracellular space.

Supplementary file 4. Gene set enrichment analysis (GSEA) results. Genes of proprioceptive neurons (Zheng et al., 2019) and of γ-motoneurons (Blum et al., 2021) that contributed to the enrichment score are listed, as are 178 common genes between proprioceptive neurons and γ-motoneurons, muscle spindle-specific genes, γ-motoneuron-specific genes, and common genes between proprioceptive neurons, γ-motoneurons, and α-motoneurons.

Supplementary file 5. Gene ontology (GO) enrichment analysis of neuronal genes (listed in Supplementary file 4) using Metascape.

Supplementary file 6. Intrafusal genes. Comparison of differentially upregulated genes in our dataset with the expression profile of intrafusal fibers (Kim et al., 2020) revealed 187 overlapping genes.

Supplementary file 7. Gene ontology (GO) enrichment analysis of intrafusal genes (listed in Supplementary file 6) using Metascape.

Supplementary file 8. Proteomic analysis results – differentially expressed proteins between spindle, muscle, and nerve samples. The expression intensity of all detected proteins as well as differentially expressed (DE) proteins between spindle and muscle samples and between spindle and nerve samples are shown.

MDAR checklist

# Supplementary material for: Molecular characterization of the intact mouse muscle spindle using a multi-omics approach
**Source:** eLife. 2023 Feb 6;12:e81843. doi: 10.7554/eLife.81843
**Supplement:** MDAR checklist

Materials Design Analysis Reporting (MDAR) **Checklist for Authors**

The [MDAR framework](#) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

eLife asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](#)), life science research (see the [BioSharing Information Resource](#)), or animal research (see the [ARRIVE Guidelines](#) and the [STRANGE Framework](#); for details, see *eLife's* [Journal Policies](#)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

Materials:

**Newly created materials**	**Indicate where provided:<br>section/figure legend**	**N/A**
The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access.		N/A

**Antibodies**	**Indicate where provided:<br>section/figure legend**	**N/A**
For commercial reagents, provide supplier name, catalogue number and RRID , if available.	Indicated in materials and methods section	

**DNA and RNA sequences**	**Indicate where provided:<br>section/figure legend**	**N/A**
Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository.	Indicated in materials and methods section	

**Cell materials**	**Indicate where provided:<br>section/figure legend**	**N/A**
Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID.		N/A
Primary cultures: Provide species, strain, sex of origin, genetic modification status.		N/A

Experimental animals	Indicate where provided:<br>section/figure legend	N/A
Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID.	Indicated in materials and methods section	
Animal observed in or captured from the field: Provide species, sex, and age where possible.		N/A

Plants and microbes	Indicate where provided:<br>section/figure legend	N/A
Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens).		N/A
Microbes: provide species and strain, unique accession number if available, and source.		N/A

Human research participants	Indicate where provided:<br>section/figure legend) or state if<br>these demographics were not<br>collected	N/A
If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants.		N/A

Design:

Study protocol	Indicate where provided:<br>section/figure legend	N/A
If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI.		N/A

Laboratory protocol	Indicate where provided:<br>section/figure legend	N/A
Provide DOI OR other citation details if detailed step-by-step protocols are available.	Indicated in materials and methods section	

Experimental study design (statistics details) *

**For in vivo studies: State whether and how the following have been done**	**Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”**	**N/A**
Sample size determination	Not done	
Randomisation	Indicated in materials and methods section	
Blinding	Indicated in materials and methods section	
Inclusion/exclusion criteria	Indicated in materials and methods section	

**Sample definition and in-laboratory replication**	**Indicate where provided: section/figure legend**	**N/A**
State number of times the experiment was replicated in the laboratory.	Indicated in materials and methods section	
Define whether data describe technical or biological replicates.	Indicated in materials and methods section	

**Ethics**	**Indicate where provided: section/submission form**	**N/A**
Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval.		
Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval.	Indicated in materials and methods section	
Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why.		

**Dual Use Research of Concern (DURC)**	**Indicate where provided: section/submission form**	**N/A**
If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval.		

Analysis:

Attrition	Indicate where provided:<br>section/figure legend	N/A
Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification.	Indicated in materials and methods section	

Statistics	Indicate where provided:<br>section/figure legend	N/A
Describe statistical tests used and justify choice of tests.	Indicated in materials and methods section	

Data availability	Indicate where provided:<br>section/submission form	N/A
For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access).	Indicated in materials and methods section	
When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available.	Indicated in materials and methods section	
If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation.		

Code availability	Indicate where provided:<br>section/figure legend	N/A
For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions.		
Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility.		
If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation.		

Reporting:

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through

community initiatives.

Adherence to community standards	Indicate where provided:<br>section/figure legend	N/A
State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript.		

---

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](#).

Sample-size estimation

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

Replicates

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

Statistical reporting

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r , Cohen's d))
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

Group allocation

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

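Bulk RNA-seq of muscle spindles and adjacent extrafusal fibers of the mouse deep masseter was re-analysed from the table of all genes that the authors deposited. It holds 5 spindle and 6 muscle libraries. Spindle and muscle with the same number come from the same mouse, and mouse 11 has a muscle library only. The authors made libraries from polyadenylated RNA, sequenced them single-end, mapped reads to GRCm38 with STAR 2.4.2a and GENCODE annotation, and kept reads that map to 1 place. The deposited counts are raw read counts per gene, with no pooling of samples, for the genes with at least 5 reads in at least 1 library. From these counts the authors computed further values with DESeq2 1.16.1. The deposited log2 values are the authors' regularized log values per library, made from counts divided by size factors, and the deposited log2 fold changes are spindle over muscle. The deposited signal is the mean normalized count over all libraries. The deposited p-values are adjusted by the method of Benjamini and Hochberg. The 11 per-sample columns of the authors' normalized values were not used, since the counts carry the same reads. The proteomic data were not analysed here. Versions of tools that the authors used are those of the paper and of the submitters' processing notes.

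The comparison of spindle with muscle was run here on the raw counts with edgeR 4.0.16 in R 4.3.3, with TMM scaling, robust dispersions and the quasi-likelihood test, and with the paper's thresholds. A gene was called where its mean normalized count was at least 5, its adjusted p at most 0.05 and its absolute log2 fold change at least 1. The main fit has no term for the mouse, since the paper's methods name none. Principal components were taken from TMM-scaled log2 CPM values with a prior count of 2, centered and not scaled, and scores were compared by an exact permutation test over all libraries and, for the first component, within mice. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01 and again with an estimated correlation, with adjusted p over 42 lists. At the preset correlation 22 lists ranked higher and 4 lower, and none passed with an estimated correlation. The fry test of limma, which asks whether a list differs without comparison to other genes, passed 30 lists higher and 3 lower at an adjusted p under 0.05. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.

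Total counts per library ranged from 8354260 (spindle 9) to 23430654 (muscle 16), and the test covered all 22384 genes. Low counts limit the precision for many neuronal genes. Where a group held 1 to 3 reads of a gene, the ratio of summed counts is given with an exact 95% interval, and where it held none, a lower bound against 3 counts over the group. Both cover counting error only, since reads made by PCR are not independent molecules. Gene positions were taken from GENCODE vM21 by symbol, which matched 21347 of 22384 genes (95.4%). The authors' annotation is a later release, so a position is that of the same symbol. Exonic overlap with other genes was taken from the same annotation without regard to strand, and reads of such genes are uncertain.

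The mouse numbers pair the samples by design. Over 12554 genes with a mean count of at least 20, the deviations of spindle and muscle of one mouse from their group means correlated at 0.08 (mouse 9), 0.31 (10), 0.17 (12), 0.26 (13) and 0.29 (16), and 4 of 5 spindle libraries correlated best with the muscle of their own mouse. *Xist* and Y-linked genes gave the same pattern in both libraries of all 5 pairs. No library was a copy of another, since the smallest chi-square per gene between 2 libraries was 21.5 and sampling noise gives about 1.

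Before the data were examined, the tests, the named genes, the gene lists and most alternatives were fixed. Named genes are those the paper names with RNA data or as markers (52), the 10 highest and 10 lowest log2 fold changes among called genes with a mean normalized count of at least 50 and all libraries of one tissue on one side of the other (981 genes meet these conditions), and in each gene list the 4 members with the smallest adjusted p. These make 207 genes, some of which are not reported here. Values of the paper's supplementary tables had been seen when the rule was written. Some gene lists hold genes that the paper reports as changed in these samples, so their tests are not wholly independent of it. The lists cover contractile genes (slow and cardiac, fast), developmental muscle, spindle induction, glycolysis, oxidative metabolism, cholesterol synthesis, proprioceptor and motoneuron identity, axons, presynapses, channels, hedgehog signaling, basement membrane, Schwann cells of both kinds, perineurial cells, endoneurial and muscle fibroblasts, endothelium, pericytes, erythroid cells, macrophages, lymphocytes, adipocytes, tendon, neuromuscular junctions, cartilage, salivary gland, keratinocytes, germ cells, immediate early genes, and, by symbol, collagens, matrix metalloproteinases, Wnt ligands, bone morphogenetic proteins, fibroblast growth factors, myosin heavy chains, odorant receptors, mitochondrially encoded genes, ribosomal proteins and histones. The study's own 6 lists were read from its supplementary files.

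Alternatives were DESeq2 1.42.0, other scalings (RLE, upper quartile, library size alone), edgeR's filter on low counts, a mean normalized count of at least 50, limma-voom, a test against a log2 fold change of 1, the adjusted p alone, counts thinned to the smallest library, the mouse as a block, and leaving out each library in turn. Further alternatives were chosen after odorant receptor reads were seen. They leave out the libraries with the most of these reads, or take off each library a background per exonic length estimated from these genes. The median gene set to 0, the block with GC and length trends removed and the principal components of the authors' regularized log2 values were also added after the data were seen. Tools were tested on simulated data with the real means and library sizes, spindle over muscle, on 21224 genes. edgeR recovered 42.3% of genes changed 2-fold, 96.6% of those changed 4-fold and 100.0% of those changed 8-fold, with 5 false calls (9 with DESeq2, 5 with limma-voom and 15 with the block). A simulated list of 20 raised genes was called and 0 of 20 lists of unchanged genes were. The simulation drew each gene independently and changed only genes with a mean of 20 or more. It changed few genes (78 by 2-fold, 59 by 4-fold and 63 by 8-fold), with directions drawn evenly up and down. No differences between mice and no uneven background reads were put in. Its false calls are therefore not an error rate of the real comparison, where most calls were higher. The simulation cannot show how the list tests behave where genes are correlated, nor the recovery at lower means. Estimated correlations of the real lists reached 0.84 (tendon and myotendinous junction genes).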

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

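The tests with the median gene set to 0, of background reads, of odorant receptor transcription and genomic DNA, of distinct molecules, of the thinned gap in percent and of the whole mouse were chosen after the results were seen, as was the depth test of odorant receptor genes. The test of GC content and gene length rests on a fit that was added after the data were seen. The other tests of this section were set earlier.

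More genes were higher than lower in spindle at the paper's thresholds (2470 against 403). Of 100 splits drawn, the real one included, 1 had as many genes higher (the highest other had 11) and 2 as many lower. This argues against chance for the numbers of calls. It cannot decide the excess of higher over lower calls, which was not compared between splits. The median of the other splits was 0 calls either way, which gives no share. The 5 other drawn splits that part all pairs called none. Another split called 650 genes lower and 11 higher in spindle 16 and muscle 9, 11, 13 and 16. These are the 5 libraries with the fewest odorant receptor reads, which points to a structure of the samples. Depth is argued against, since 84.4% of calls were higher in thinned counts, whereas GC content and gene length stay open (67.7% with the block), as does scaling, since library size alone moves all genes up and could only raise the share (96.2%), while with the median gene set to 0 it was 60.8%. Background reads could account for part of the calls under a mean of 20. Of these, 40.7% were still called after background was taken off (70.9% when the same mean background was taken off all libraries). At a mean of 50 or more 99.6% were kept (100.0% with the same mean background), which argues against background as their cause. The background was small against such counts, at 2.164 reads per exonic kb in spindle 12, the highest. It was assumed even over exonic length, so it is not excluded where it is uneven. A difference of tissue, which the design names, stays open for the rest.

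Reads over odorant receptor genes, which the paper does not discuss, averaged 160 CPM in spindle and 23.3 in muscle. Of 414 genes, 37 were called higher and none lower (37 when adjusted over the list alone). The median log2 fold change was 3.06, or 2.68 with genes at 0 in muscle at their bound. The camera test in limma gave an adjusted p = 1.173e-07 (0.4802 with an estimated correlation). A gene is in the table if it has at least 5 reads in at least 1 library. Many of the 414 could enter through spindle libraries alone, as 401 had reads in spindle 12 and 29 in muscle 9. This filter favors the direction, the median, the camera result and the background estimated from these genes, by an amount that was not measured. With background taken off 7 were higher (median 3.19). As that background is estimated from these same genes, a fall in their calls is built in. Without spindle 10, 12 and 13, 2 were higher (median 2.77), and with edgeR's filter on low counts 2 (median 2.13). *Olfr1338*, at 0 in every muscle library, was at least 29.1-fold higher. Transcription in every spindle stays open. Each spindle library held more of these reads than the muscle library of its own mouse, by 1.53 times in spindle 16 and by 4.51 to 19.7 times in the others. The excess was uneven, at 6.3 CPM in spindle 16 and 134.1 to 196.5 in the others, where the test asked for an even one. Depth is argued against, as thinned spindle libraries held reads in 3.08 times as many of these genes. Genomic DNA of the same mouse would give about 0.5 times the X-linked reads in male against female silent genes, and the lowest ratio was 0.891 (95% interval 0.76 to 1.04, spindle 10 against spindle 12). The source stays open, and no biological explanation other than transcription in every spindle was tested.

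Spindle 9 stood apart on the second component. Its gap to the nearest spindle, as a share of the range of the spindles, was 0.668, and 0.663 in thinned counts (99.2% of it). This argues against lower depth for its relative place only. Spindle 9 sets 1 end of that range, so whether the gap itself shrank was not measured. The bound set earlier for this share could not decide, as 0.668 already lay under it. Fewer distinct RNA molecules may contribute, as 0.231% of genes read in muscle and in the other spindles were at 0 in spindle 9 against at most 0.00863% in the others, though 1.17% at 0 in a wider set was below spindle 16 and does not decide it. A difference of the whole mouse is argued against, as muscle 9 had a gap of 0.122. Biological explanations within the spindle stay untested.

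Single libraries stood far from the others of their group in 36 of 428 groups tested, 34 of them among 414 gene groups. In 7 of these 34 the group held 1 read of the gene, which fixes the gap at 1. Among the 407 other gene groups 27 remain, where chance gives about 1 in 20, with muscle 12 the library in 7, spindle 9 in 5 and spindle 10 in 4. Those of the genes reported here follow. The gap is given as a share of the range. On the first component it was 0.9 for spindle 16 and 0.865 for muscle 12. Muscle 12 was high for *Myl2*, *Slc18a3*, *Isl1*, *Htr1d*, *Cd3d*, *Mucl2*, *Dsg3* and *Olfr921* (each 1, all reads of the group in 1 library), *Asic2* (0.716), *Hapln1* (0.698), *Mmp14* (0.76) and *Rpl3* (0.791). Spindle 9 was low for *Tubb3* (0.802) and high for *Cd34* (0.803), *Hspa1a* (0.772) and mt-Co1 (0.769). Spindle 10 was high for *Myh7* (0.757), *Vat1l* (0.742) and *Lrp4* (0.821) and low for *Gdf9* (0.761). Spindle 12 was low for *Casq1* (0.747) and *Jun* (0.811), spindle 13 low for *Mmp14* (0.768) and high for mt-Atp6 (1), and spindle 16 low for *Cd3e* (0.714) and high for *Hist1h1c* (0.815). Muscle 11 was low for *Ltbp4* (0.791), *Gdf9* (0.644) and *Bmp1* (0.643), muscle 10 low for *Ces1d* (0.668), muscle 13 high for *Etv5* (0.76), muscle 16 high for *Bmp15* (1) and muscle 9 high for mt-Atp6 (0.838).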

How the results depend on the processing

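The sets without libraries high in odorant receptor reads, the settings with background taken off, the block with GC and length trends, the median gene set to 0, and the components of the authors' regularized log2 values were chosen after seeing the data, and all 3 library sets tried are given. Leaving out 3 or 4 spindle libraries also lowers power, and no other libraries in such numbers were left out for comparison. Calls lost there do not by themselves show dependence on odorant receptor reads. No named gene changed direction past its threshold under any alternative. Counts of genes moved by more than 1.5 times in these cases, and the cause was not tested except where an alternative tests fewer genes or asks more of each. Genes lower were 140 with library size alone, 68 against a log2 fold change of 1, 3349 by adjusted p alone, 104 without spindle 9, 10, 12 and 13, 1206 with the median gene set to 0 (1871 higher, 60.8%), and 887 with the replicate block and GC and length trends removed (1857 higher, 67.7%), against 403. Genes higher were 796 at a mean of 50 or more, 1001 against a log2 fold change of 1, 1634 without spindle 10, 12 and 13 and 789 without spindle 9 as well, against 2470. The adjusted p alone called 3535 higher (51.4%). At a mean of 50 or more, against a log2 fold change of 1 and without the 4 spindle libraries, the extracellular list gave 148, 150 and 138, the proprioceptive list 201, 193 and 167, the gamma list 112, 148 and 100, the afferent list 34, 32 and 30 and the gamma-specific list 15, 16 and 15. The intrafusal list gave 93 against a log2 fold change of 1 and 106 without the 4 libraries. Without the 3 libraries the gamma list gave 200, and without these and muscle 12 it gave 205 and the gamma-specific list 24. The medians of gene lists moved by more than 1.5 times or changed sign in more cases than the text at each list names. With edgeR's filter on low counts the median was 0.88 for channels, 0.78 for fibroblast growth factors, 0.47 for salivary genes, 0.29 for keratinocyte genes and -0.18 for cartilage and bone genes. Without spindle 10, 12 and 13 it was 0.83 for salivary, 0.32 for keratinocyte, -0.90 for adipocyte and 1.01 for tendon genes. Of the 26 gene lists past the camera test, 0 passed with an estimated correlation.

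Leaving out 1 library gave 2141 (without spindle 10) to 2719 (without spindle 16) genes higher, 326 (without spindle 9) to 535 (without spindle 16) lower, 262 to 303 of the extracellular, 368 to 408 of the proprioceptive, 291 to 343 of the gamma, 53 to 64 of the afferent, 30 to 37 of the gamma-specific and 146 to 173 of the intrafusal list, and 47.3% to 56.1% of the variance on the first component. That share was 76.4% with the most variable genes alone, 45.3% with a prior count of 0.5 and 39.2% with each gene scaled. With the mouse as a replicate block 2207 genes were higher and 411 lower, and the block ended 5 named calls, those of *Tubb3*, *Postn* and *Tagln* among them, and changed none of the counts above by more than 1.5 times. Of 207 named genes, the same call was reached in 204 with DESeq2 (3 more called), in 189 with background taken off (10 lost, 3 more called), in 189 in thinned counts (14 lost, 1 more called), in 176 without the 3 libraries (18 lost, 3 more called) and in 154 without the 4 (37 lost, 1 more called), over the genes each tests. It was reached in 205 with RLE (2 more called), 206 with upper quartile scaling (1 more called), 190 with library size alone (8 lost, 9 more called), 175 with edgeR's filter (3 more called), 202 with limma-voom (3 lost, 2 more called), 202 with the block (5 lost) and 180 without the 3 libraries and muscle 12 (13 lost, 4 more called), and leaving out 1 library ended 1 to 7 calls. A filter against none could not be compared, as each gene already has 5 reads in a library. Depth limits the precision at a mean under 20, where many genes of the 2 neuron lists lie.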

Differences from the paper's values

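No value of the paper that was recomputed differed from it by more than its error and by more than 1.5 times. The paper gives a log2 fold change for *Gli1* near the one here, and 29 named genes have a value in the part of its Supplementary file 1 that could be read (1998 genes, with 1078 left out of the copy used), none of which differed by more than the standard error here (largest difference 0.22).

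The authors' deposited table holds 2742 genes higher and 335 lower at the paper's thresholds, and edgeR called 2470 and 403. With DESeq2, an alternative set before the data were examined, 2743 were higher and 334 lower. The first principal component holds about 38% in Figure 1—figure supplement 2A, read by eye, where 48.7% was found here. With each gene scaled, an alternative set earlier, it held 39.2%, and the authors' regularized log2 values with scaled genes, chosen after seeing the values, gave 38.4%, with 18.0% on the second.

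The paper names collagen type IV among the markers that are higher in spindle. Of its 6 genes, *Col4a5* was called higher (1.75), and *Col4a1* (-0.04), *Col4a2* (-0.05), *Col4a3* (0.41), *Col4a4* (0.52) and *Col4a6* (1.43) were not. *Col4a6* was called with DESeq2 at 1.53, with limma-voom (1.68), with library size alone (1.74), with edgeR's filter on low counts (1.50) and without muscle 16 (2.00), and the myosin, neuronal and *Gfra1* markers of the same sentence were all called higher.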

Other observations

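The test of *Bpifa2* below was chosen after its value was seen. Genes that act in spindle formation were higher in spindle. Of 10 spindle induction genes, 8 were higher, none was lower and 2 were not called (9 higher when adjusted over the list alone, median log2 fold change 1.98, camera adjusted p = 1.122e-05 in limma and 0.08915 with an estimated correlation). *Etv4*, a target of neuregulin signaling in intrafusal fibers, rose by 3.07 on the log2 scale (standard error 0.23), *Erbb2*, a neuregulin receptor, by 1.32 (0.19), and *Etv5* by 1.04 (0.13), the last not called without spindle 10 (0.96) or muscle 10 (1.00). Of 13 developmental and regenerating muscle genes, 5 were higher, 1 was lower and 7 were not called (5 and 1 when adjusted over the list alone, median 0.92, camera adjusted p = 0.1847 in limma). *Myf5*, a myogenic factor, rose by 2.68 (0.29) and *Mymk*, which fuses myoblasts, by 2.49 (0.30). Of 9 cartilage and bone genes, 4 were higher and none lower (4 when adjusted over the list alone, median 1.79, camera adjusted p = 0.07398 in limma), with 2 left once background was taken off. *Col9a1* rose by 3.58 (0.70), a call that ended without spindle 9 (3.11), in thinned counts (2.91) and with background taken off (4.29), and *Col9a3*, at 1.79, was chosen after its value was seen.

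Among lists of metabolism, some glycolysis genes were lower. Of 15 glycolysis genes, none was higher and 6 were lower (6 when adjusted over the list alone, median -0.90, camera adjusted p = 1.655e-12 in limma and 0.08915 with an estimated correlation), and with library size alone 1 was lower. *Ldha*, lactate dehydrogenase A, fell by 1.29 (0.12) and *Fbp2*, muscle fructose bisphosphatase, by 1.56 (0.15). Of 18 oxidative metabolism genes, none was higher and 1 was lower (1 when adjusted over the list alone, median -0.44, camera adjusted p = 6.629e-05 in limma and 0.3689 with an estimated correlation). This was *Cpt1b*, at -1.01, chosen after its value was seen, which was not called with the block, RLE scaling, library size alone, DESeq2, edgeR's filter or without spindle 10, 12 and 13. Of 18 cholesterol synthesis genes, 2 were higher, *Sqle* among them, and none lower (2 when adjusted over the list alone, median 0.32, camera adjusted p = 0.5408 in limma).

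Of 16 immediate early and heat shock genes, which dissection can induce, 2 were higher and 3 lower (2 and 3 when adjusted over the list alone, median -0.92, camera adjusted p = 0.03444 in limma and 0.5741 with an estimated correlation). *Hspa1b* rose by 1.29 (0.28), and *Hspa1a* by 1.04 (0.29), the latter not called without spindle 9 (0.86), muscle 9 (0.92) or muscle 16 (0.83), nor in thinned counts (0.98). Neither was called without spindle 10, 12 and 13 (1.21 and 1.29), which leaves no gene of the list higher. *Nr4a1* fell by 1.32 (0.25) and *Jun* by 1.12 (0.20), and with library size alone 1 gene was lower. *Btg2*, the third lower gene, at -1.24, was chosen after its value was seen. Of 14 mitochondrially encoded genes, none was called by edgeR, DESeq2 or limma-voom or reached an unadjusted p under 0.05 (median 0.12, ranked downward by camera in limma, adjusted p = 0.8305). Of 81 ribosomal protein genes, none was called by edgeR and 1 each by DESeq2 and limma-voom, with 2 higher and 4 lower at an unadjusted p under 0.05 (median 0.00, camera adjusted p = 0.1885 in limma). Of 23 replication-dependent histone genes, none was higher and 1 was lower, *Hist1h1e* at -1.20 (0.19), which was not called with library size alone (1 when adjusted over the list alone, median -0.11, or 0.20 with library size alone, camera adjusted p = 0.05243 in limma). Of 6 keratinocyte genes, none was called by edgeR, DESeq2 or limma-voom, and 3 were higher at an unadjusted p under 0.05 (median 1.18, camera adjusted p = 0.3975 in limma). Of 5 germ cell genes, *Bmp15* alone was higher (1 when adjusted over the list alone, median 0.91, camera adjusted p = 0.2754 in limma).

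*Bpifa2*, a secreted protein of the parotid gland, rose by 5.95 (0.43), from a normalized count of 5.813 ± 5.454 in muscle (SD, n = 6) to 329.4 ± 86.06 in spindle (SD, n = 5). A candidate source is salivary gland, which lies next to the masseter. Of 10 salivary gland genes, 2 were higher and none lower (2 when adjusted over the list alone, median 1.65, or 1.26 with genes at 0 in muscle at their bound, camera adjusted p = 0.3562 in limma). Of the 9 salivary genes other than *Bpifa2*, 1 was called higher, *Muc19* at 2.91 (0.88), which was not called without spindle 10 (2.59), in thinned counts (1.79) or with background taken off (2.63), and 4 were higher at an unadjusted p under 0.05. Of these 9, 3 had a mean count high enough for a call. *Amy1*, salivary amylase, 1 of these 3, stood at 207.4 ± 63.58 in spindle and 393.7 ± 103.7 in muscle (-0.93, standard error 0.20), with 32.7% of its exonic length in overlap with another gene. These values do not decide whether gland tissue was present, and it stays open.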
